# HDAC1 and HDAC2 independently regulate common and specific intrinsic responses in murine enteroids

**DOI:** 10.1038/s41598-019-41842-6

**Published:** 2019-03-29

**Authors:** Alexis Gonneaud, Naomie Turgeon, Christine Jones, Cassandra Couture, Dominique Lévesque, François-Michel Boisvert, François Boudreau, Claude Asselin

## Abstract

Both HDAC1 and HDAC2 are class I deacetylases acting as erasers of lysine-acetyl marks on histones and non-histone proteins. Several histone deacetylase inhibitors, either endogenous to the cell, such as the ketogenic β-hydroxybutyrate metabolite, or exogenous, such as butyrate, a microbial-derived metabolite, regulate HDAC activity. Different combinations of intestinal epithelial cell (IEC)-specific *Hdac1* and/or *Hdac2* deletion differentially alter mucosal homeostasis in mice. Thus, HDAC1 and HDAC2 could act as sensors and transmitters of environmental signals to the mucosa. In this study, enteroid culture models deleted for *Hdac1* or *Hdac2* were established to determine IEC-specific function as assessed by global transcriptomic and proteomic approaches. Results show that *Hdac1* or *Hdac2* deficiency altered differentiation of Paneth and goblet secretory cells, which sustain physical and chemical protection barriers, and increased intermediate secretory cell precursor numbers. Furthermore, IEC *Hdac1*- and *Hdac2*-dependent common and specific biological processes were identified, including oxidation-reduction, inflammatory responses, and lipid-related metabolic processes, as well as canonical pathways and upstream regulators related to environment-dependent signaling through steroid receptor pathways, among others. These findings uncover unrecognized regulatory similarities and differences between *Hdac1* and *Hdac2* in IEC, and demonstrate how HDAC1 and HDAC2 may complement each other to regulate the intrinsic IEC phenotype.

## Introduction

The small intestinal epithelium is composed of a single row of epithelial cells divided in proliferative crypt and differentiated villus compartments^1^. Crypt-located reserve intestinal stem cells sustain epithelial renewal by dividing in columnar stem cells generating transit-amplifying cells. These cells further segregate in absorptive enterocytes and secretory progenitor cells, precursors of Paneth, goblet and enteroendocrine cells^2^. Each differentiated cell lineage contributes to small intestinal functions, notably by establishing physical and chemical barriers between the host and the luminal diet and microbial content, and by providing a sensing and transmitting interface between the lumen and the mucosal immune system^3^. Indeed, in addition to absorptive and digestive functions, enterocytes, the most abundant intestinal epithelial cells (IEC), achieve selective barrier permeability through tight junction interactions between intestinal epithelial cells^4–6^. Enterocytes also participate in the chemical barrier by expressing transmembrane mucins as well as cytokines and antimicrobial proteins, in response to the microbial environment^7^. Goblet cells produce the mucus layer preventing bacterial adhesion to the epithelium as well as various antimicrobial proteins, and deliver luminal antigens to dendritic cells^6,8^. Crypt-located Paneth cells support the stem cell niche and produce different constitutive or inducible antimicrobial proteins to insure epithelial protection^9,10^. Many signaling pathways, including the Wnt and Notch pathways, regulate intestinal stem cell maintenance, renewal and differentiation^11,12^. Intestinal homeostasis is secured by interdependent communication signals between the intestinal mucosal system along with IEC, the luminal environment with diet-derived and microbial products, as well as the microbiota. However, alterations in the intestinal environment or the immune system, in conjunction with genetic susceptibilities, may lead to intestinal defects, including inappropriate inflammatory responses^3^.

Environmental changes are transmitted to the cell through epigenetic modifications of histones^13^. Acetylation is one epigenetic signal implicated as environmental sensor. Acetyltransferase readers add an acetyl group to histones on lysines, leading to alterations in DNA-histone interactions or to the production of acetyl marks recognized by bromodomain-containing regulators^14^. Histone acetylation efficiency is regulated in part by variations in mitochondrial and nucleo-cytosolic acetyl-CoA levels as a result of the cellular metabolic state^15,16^. Lysine acetylation is also controlled by histone deacetylase (HDAC) erasers that remove acetyl groups from histones and non-histone proteins. Endogenous HDAC activity is inhibited by metabolites including β-hydroxybutyrate^17,18^, L-carnitine^19^ and sphingosine-1-phosphate^20^, as well as diet- and bacterially-derived metabolites, such as butyrate^21–24^. Among HDACs, HDAC1 and HDAC2 are zinc-dependent class I deacetylases associated with Sin3A, CoREST and NuRD protein complexes regulating transcription, DNA replication and DNA repair, among others^25–27^. *Hdac1* deletion in mice leads to embryonic lethality^28^ while *Hdac2* deficiency results in perinatal lethality stemming from heart defects^29^. In contrast to no apparent defects or subtle phenotypic alterations in many *Hdac1* or *Hdac2* tissue-specific deletion models, dual *Hdac1* and *Hdac2* deficiency triggers extensive differentiation and proliferation alterations in most tissues^25^. Of note, gene-dosage experiments in mice have indicated different sensitivities to *Hdac1* or *Hdac2* expression levels. For example, murine brain is altered in mice with one allele of *Hdac1* without *Hdac2* in neural cells, as opposed to neural cells with one allele of *Hdac2* without *Hdac1*^30^. Similarly, differentiation is altered in mice with one allele of *Hdac2* without *Hdac1* in epidermal cells, as opposed to epidermal cells with one allele of *Hdac1* without *Hdac2*^31^.

In the intestine, IEC-specific *Hdac1* and *Hdac2* villin-Cre-induced deletion results in increased proliferation, goblet and Paneth cell loss, polarity disruption, activation of Notch, Stat3 and mTOR pathways, as well as increased susceptibility to DSS-induced colitis^32,33^. While *Hdac2* IEC-specific deletion does not alter intestinal homeostasis, *Hdac2* deficiency protects against DSS-induced colitis^33^. In addition, short-term deletion of both *Hdac1* and *Hdac2* in IEC with the Ah-Cre model leads to proliferation arrest^34,35^, accompanied by DNA damage responses^35^. Finally, in contrast to mice with one *Hdac1* allele without *Hdac2*, villin-Cre mice with one allele of *Hdac2* without *Hdac1* display homeostatic defects similar to double villin-Cre *Hdac1* and *Hdac2* knockout phenotypic alterations^35^.

These results suggest that HDAC1 and HDAC2 display redundant and specific functions in intestinal epithelial cells that could alter IEC interactions with the environment, leading to modifications in intestinal homeostasis. In this study, to determine the intrinsic IEC-specific role of HDAC1 and HDAC2, we have established enteroid culture models deleted for *Hdac1* or *Hdac2* and assessed the IEC phenotype by transcriptomic and proteomic approaches. We show that *Hdac1* or *Hdac2* deficiency alters differentiation of secretory cells that sustain physical as well as chemical protection barriers, and increases the number of intermediate secretory cell precursors. We identify IEC *Hdac1*- and *Hdac2*-dependent common and specific biological processes, including oxidation-reduction and lipid-related metabolic processes, as well as canonical pathways and upstream regulators related to environment-dependent signaling through steroid receptor pathways, among others. These findings uncover unrecognized regulatory similarities and differences between *Hdac1* and *Hdac2* in IEC, and demonstrate how HDAC1 and HDAC2 may complement each other to regulate the intrinsic IEC phenotype.

## Results

To determine the intrinsic effect of HDAC1 and HDAC2 on IEC, we generated enteroid cultures from isolated jejunal crypts of villin-Cre control, *Hdac1* and *Hdac2* knockout mice^32^. RT-PCR (Fig. 1A) and Western blot analysis (Fig. 1B), as well as immunofluorescence (Supplementary Fig. S1) confirmed *Hdac1* or *Hdac2* deletion at both the RNA and protein levels in the respective enteroid cultures. As opposed to other cell models with *Hdac1* or *Hdac2* deletions^25^, enteroid-specific *Hdac1* or *Hdac2* deletion did not lead to significantly increased protein levels of the remaining HDAC (Fig. 1B). As assessed by a colorimetric assay, we observed significantly reduced nuclear deacetylase activity in *Hdac1*-depleted enteroids (12% decrease, p = 0.0424), but no significant differences in HDAC activity in *Hdac2*-depleted enteroids (p = 0.0896), as opposed to a 80.2% HDAC activity reduction upon TSA treatment (Fig. 1C).

**Figure 1:**
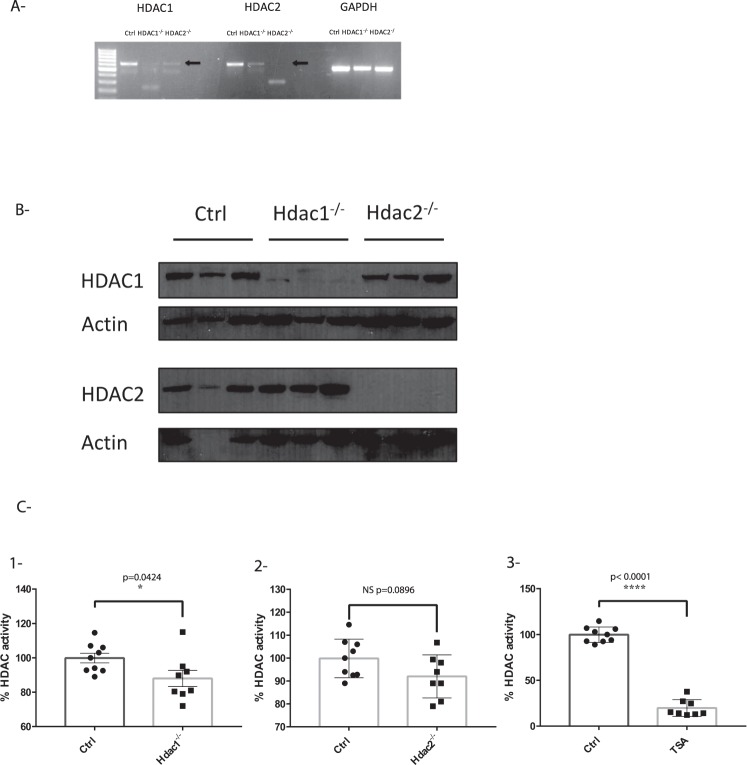
*Hdac1* or *Hdac2* depletion reduces enteroid histone deacetylase activity. (**A**) Total RNA was isolated from 5-day cultured control, *Hdac1*- and *Hdac2*-deficient enteroids. *Hdac1* and *Hdac2* mRNA levels were determined by semi-quantitative RT-PCR, with *Gapdh* as a loading control. (**B**) Total protein extracts from control, *Hdac1*- and *Hdac2*-deficient enteroids were separated on SDS-PAGE gels for Western blot analysis, and selected proteins were revealed with specific antibodies against HDAC1 and HDAC2, and against β-ACTIN as a loading control. Cropped images for HDAC1 and β-ACTIN are from immunoblotting experiments on the same membrane. Cropped images for HDAC2 and β-ACTIN are from immunoblotting experiments on another membrane. Full-length blots are presented in Supplementary Fig. S8 (n = 3). (**C**) 7.5 µg of nuclear proteins from control, *Hdac1*- and *Hdac2*-deficient enteroids were used to measure deacetylase activity with a colorimetric HDAC assay kit. Treatment with Trichostatin A, a pan-inhibitor of HDAC activity, was used as a control (n = 3; 2 or 3 wells for each). Results represent the mean ± SD (*p ≤ 0.05; ****p ≤ 0.0001).

While there were no statistical differences in enteroid size, as assessed by surface area measurement (Fig. 2A; p > 0.1, one-way ANOVA), loss of *Hdac1* or *Hdac2* resulted in differences in enteroid structure, as determined by enhanced crypt budding per enteroid (Fig. 2B,C). Proliferation was not significantly altered, as assessed by BrdU pulse labeling (Supplementary Fig. S2). As HDAC1 and HDAC2 regulate DNA repair induced by double-strand breaks (DSB)^36^, we verified the expression of the DSB repair marker, γ-H2AX. A significant increase in the number of γ-H2AX stained nuclei in both *Hdac1*- or *Hdac2*-deficient enteroids was observed by immunofluorescence with a phospho-γ-H2AX antibody (Fig. 2D,E; Supplementary Fig. S3).

**Figure 2:**
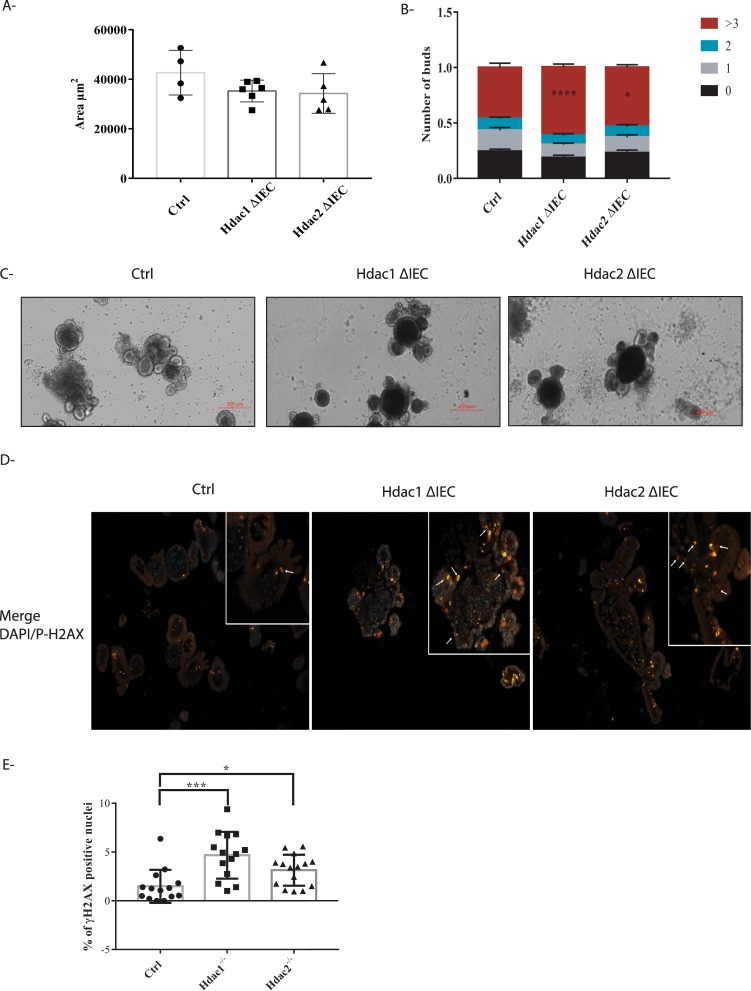
*Hdac1* or *Hdac2* depletion differently alters enteroid homeostasis. (**A**) Surface measurement of 5-day cultured control, *Hdac1*- and *Hdac2*-deficient enteroids (n = 3; 3–6 wells, and 50–70 enteroids for each). (**B**) Structural assessment of 5-day cultured control, *Hdac1*- and *Hdac2*-deficient enteroids by bud number scoring (n = 3; 3–6 wells for each): no bud (sphere), one bud, two buds, three or more buds. Results represent the mean ± SEM (*p ≤ 0.05; ****p ≤ 0.001 for more than 3 buds). (**C**) Representative micrographs of 5-day cultured control, *Hdac1*- and *Hdac2*-deficient enteroids. The scale bar indicates the relative size (bar = 200 μm). (**D**) Representative images of control, *Hdac1*- and *Hdac2*-deficient enteroids labeled with an antibody against phosphorylated γ-H2AX. Nuclei are stained with DAPI. γ-H2AX labeled cells are indicated by arrows. Magnification: 10X  . For inserts, Magnification: 20X. (**E**) Number of γ-H2AX labeled nuclei in *Hdac1*- or *Hdac2*-depleted enteroids relative to control enteroids (n = 2). 15 independent fields (total surface: 7.8 mm^2^) (n = 2). Results represent the mean ± SD (*p ≤ 0.05; ***p ≤ 0.005).

To determine the intrinsic effect of *Hdac1* or *Hdac2* deletion on enteroid differentiation, H&E staining demonstrated an increase in the numbers of goblet cells associated with granules, in both enteroid mutants (Fig. 3A, see arrows and insert). Simultaneous staining with Alcian Blue to label goblet cells, and with Best’s Carmine to label Paneth cells, showed a significant increase in the number of goblet cells in both mutant enteroids, and in the number of Paneth cells in *Hdac1*-deleted enteroids (Fig. 3B,C). A significant augmentation in the number of intermediate cells displaying both goblet and Paneth cell labels was also observed (Fig. 3C, arrows and insert; Supplementary Fig. S4). Intermediate cells are considered precursors of both Paneth and goblet cell lineages in the small intestine^37,38^. The expression of differentiation markers was measured by qPCR. Different patterns of gene expression were observed in mutant organoids. While mRNA expression of stem cell marker *Lgr5* was decreased in *Hdac1*-deficient enteroids (Fig. 4A), the expression of the enteroendocrine cell marker *ChgA*, as well as goblet cell markers *Zg16* and *Retnlb* was increased in both *Hdac1*- or *Hdac2*-depleted enteroids (Fig. 4B,E). Augmented expression of enterocyte gene *Sis*, Paneth cell markers *Lyz2* and *Ang4*, and goblet cell markers *Muc2* and *Muc3* was observed in *Hdac2*-deficient enteroids, in contrast to *Hdac1*-deleted enteroids. These data suggest that epithelial differentiation is altered after *Hdac1* or *Hdac2* deletion in enteroids, and that HDAC1 and HDAC2 are not equivalent in their regulatory function.

**Figure 3:**
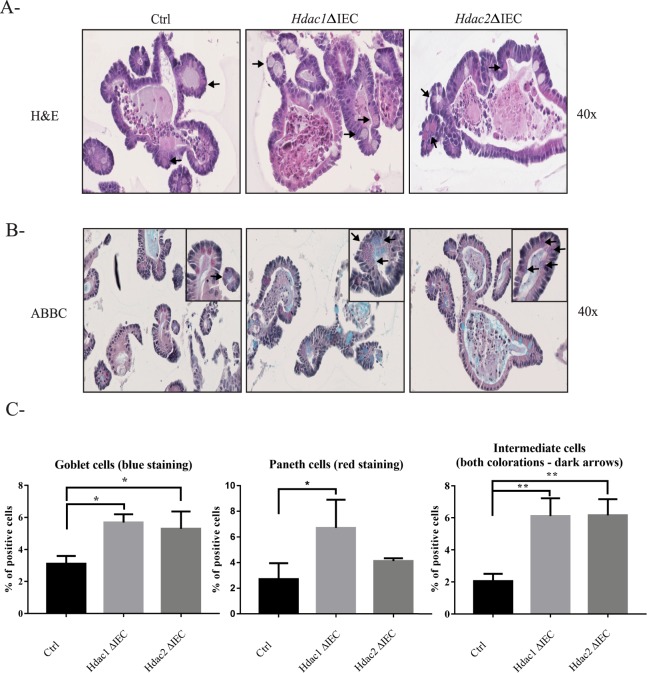
*Hdac1* or *Hdac2* depletion modifies enteroid differentiation. Control, *Hdac1*- and *Hdac2*-deficient enteroid sections were stained with Hematoxylin and Eosin (H&E) (**A**) or with a combination of Alcian blue and Best’s Carmine, respectively for goblet cells and Paneth cells (**B**). Magnification: 40X. For inserts, Magnification: 60X. Arrow: intermediate cell. (**C**) Number of goblet cells, Paneth cells and intermediate cells in *Hdac1*- or *Hdac2*-depleted enteroids relative to control enteroids (n = 3, 25–35 enteroids per experiment). Results represent the mean ± SEM (*p ≤ 0.05; **p ≤ 0.01).

**Figure 4:**
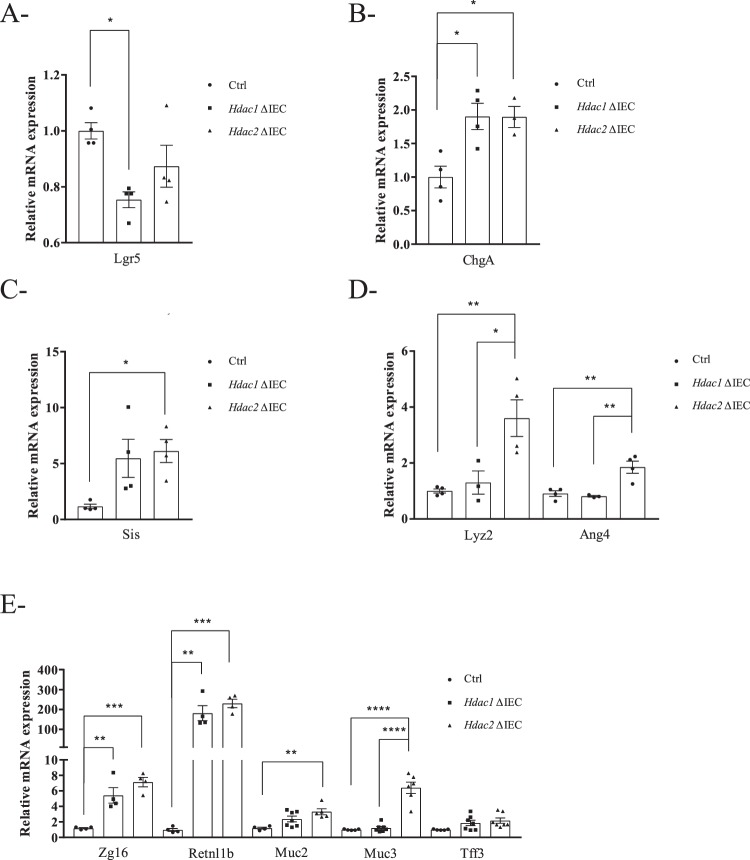
*Hdac1* or *Hdac2* depletion alters enteroid differentiated gene expression levels. Total RNA was isolated from 5-day cultured control, *Hdac1*- and *Hdac2*-deficient enteroids. Expression levels of stem cell marker *Lgr5* (**A**), enteroendocrine cell marker *ChgA* (**B**), enterocyte marker *Si* (**C**), Paneth cell markers *Lys2* and *Ang4* (**D**), and goblet cell markers *Zg16*, *Retnlb*, *Muc2*, *Muc3*, *Tff3* (**E**) were determined by qPCR, with *Pbgd* as a control (n = 4–7). Results represent the mean ± SEM (*p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.005; ****p ≤ 0.001).

Having demonstrated specific and similar alterations between *Hdac1*- and *Hdac2*-deficient enteroids, we then determined global patterns of RNA expression by RNA-Seq, selecting log_2_ > 1 and log_2_ < 1 *Hdac1* or *Hdac2* specific genes with DESeq adjusted p-value ≤ 0.05. 

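The deposited counts come from 12 RNA-Seq libraries, 4 each from control (villin-Cre), Hdac1-deficient and Hdac2-deficient enteroids cultured for 5 days. The methods describe crypts isolated from 1 mouse of each genotype, so the 4 libraries of a group are not known to be 4 mice. The authors aligned the reads to GRCm38 with STAR and deposited, per comparison with control, the number of reads counted on each gene without normalization, for genes with a summed count of at least 10. Between 20693200 and 30658628 reads per library were counted on genes, with a median of 29104951 in control, 28662159 in Hdac1-deficient and 24595010.5 in Hdac2-deficient enteroids. A count of 3, taken as the floor of detection, equals 0.0971 to 0.145 CPM (counts relative to the library size) in these libraries, and this floor covers counting error only. Fold changes were tested with edgeR's quasi-likelihood F test after TMM normalization, on the 14246 genes of the Hdac1 comparison and the 14007 genes of the Hdac2 comparison that passed its filter on low counts, with Benjamini-Hochberg adjustment. Hdac1 (ENSMUSG00000028800) lies on chromosome 4 of GRCm38 from 129516104 to 129542713. It was counted at 90.6 ± 2.76 CPM (SD, n = 4) in control, 4.23 ± 0.834 CPM in Hdac1-deficient and 75.3 ± 4.39 CPM in Hdac2-deficient enteroids. Its log2 fold change was -4.40 (standard error 0.08, adjusted p = 5.6e-19 from edgeR's test) in Hdac1-deficient and -0.26 (standard error 0.04, adjusted p = 1.1e-05 from the same test) in Hdac2-deficient enteroids. Hdac2 (ENSMUSG00000019777) lies on chromosome 10 from 36974544 to 37001889, and was counted at 137.0 ± 3.85 CPM in control, 111.7 ± 3.83 CPM in Hdac1-deficient and 75.9 ± 2.89 CPM in Hdac2-deficient enteroids. Its log2 fold change was -0.84 (standard error 0.04, adjusted p = 1.7e-14 from edgeR's test) in Hdac2-deficient and -0.28 (standard error 0.04, adjusted p = 1.0e-06 from the same test) in Hdac1-deficient enteroids. Each targeted gene was thus lowest in all 4 libraries labelled with its deletion. The fall of Hdac2 was short of 2-fold, and the source of its remaining counts was not tested.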

Based on this selection, RNA-Seq analysis revealed 1491 and 1119 genes respectively increased in *Hdac1*- and *Hdac2*-deficient enteroids, as well as 694 and 569 genes separately decreased (Fig. 5A, Supplementary Tables S5, S6). 

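At an adjusted p of at most 0.05 from edgeR's test and a fold change of more than 2, 979 genes were increased and 528 decreased in Hdac1-deficient enteroids. In Hdac2-deficient enteroids, 764 genes were increased and 398 decreased. With no limit on the fold change, which moved these counts most, 4656 and 4540 genes were increased and decreased in Hdac1-deficient enteroids, and 4402 and 4327 in Hdac2-deficient enteroids. With that limit kept and every listed gene tested, the increased genes numbered 1581 and 1170. Of the 979 genes increased in Hdac1-deficient enteroids, 959 also pass the paper's thresholds in the authors' own deposited comparison, and so do 753 of the 764 increased in Hdac2-deficient enteroids. Among called genes with an average log2 CPM of at least 1, the largest increases included Nrn1 and Gm10451, which had no counts in the 4 control libraries. Nrn1 was at least 78.4-fold higher in Hdac1-deficient and at least 15.9-fold higher in Hdac2-deficient enteroids (adjusted p = 6.7e-14 and 5.6e-11 from edgeR's test). Gm10451, a lincRNA gene, was at least 68.0-fold and at least 65.5-fold higher (adjusted p = 2.0e-14 and 6.2e-15). Xist, from which the inactive X chromosome is silenced, rose from 1.57 ± 0.174 CPM (SD, n = 4) in control to 917.2 ± 130.0 CPM in Hdac1-deficient and 584.2 ± 83.0 CPM in Hdac2-deficient enteroids. Rec8 had log2 fold changes of 9.08 and 7.41 in Hdac1-deficient and Hdac2-deficient enteroids (standard errors 0.17 and 0.26, adjusted p = 2.7e-19 and 5.9e-15). The size of these Rec8 values is uncertain, since the control libraries held 0 to 4 counts each. With each library left out in turn, they ran from 8.65 to 9.79 and from 6.98 to 8.11. Among decreased genes, Lrrc3b was at least 41.6-fold and at least 32.2-fold lower (adjusted p = 2.5e-14 and 5.0e-14). Rps15a-ps8, at least 48.1-fold and at least 37.3-fold lower, is a processed pseudogene, whose reads the authors' counting could have split with its near-identical parent gene. Of the 5 largest decreases in Hdac2-deficient enteroids, 3 more were pseudogenes: Gm8979 (log2 fold change -7.23, and at least 482-fold lower in Hdac1-deficient enteroids), Gm15772 (-5.90, and -6.06 in Hdac1-deficient enteroids) and Rps13-ps1 (-6.18 and -5.90). Chromosome 19 held 8.7% of the genes decreased in Hdac1-deficient and 10.3% of those decreased in Hdac2-deficient enteroids, against 3.6% of all tested genes. The median log2 fold change of its protein-coding genes lay below that of the other autosomes in both mutants, while the medians of the other autosomes lay between -0.067 and 0.056 in Hdac1-deficient and between -0.032 and 0.102 in Hdac2-deficient enteroids.

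**Figure D1:**
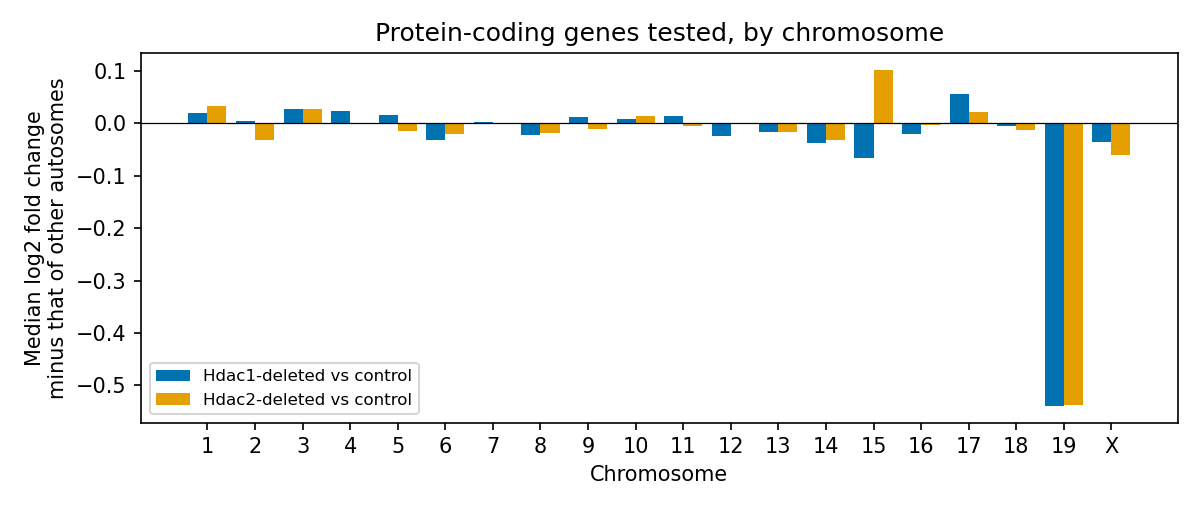
Median log2 fold change of the protein-coding genes tested on each autosome and the X chromosome, minus the median of the other autosomes (chromosome 19 left out of that reference), in Hdac1-deficient (blue bars) and Hdac2-deficient (orange bars) enteroids against control, 4 libraries per group. The bars of chromosome 19 stand apart from those of the other 18 autosomes.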

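In the edgeR fits, 471 genes were called increased and 209 decreased in both mutants. Among the 13851 genes tested in both comparisons, 39.5 and 14.9 such genes would be expected if the calls were independent. These comparisons are not independent, since both use the same 4 control libraries. With 2 control libraries given to each mutant and none shared, between 719 and 751 genes were called in the same direction in both mutants over the 6 possible assignments, against 680 with the 4 control libraries. The filter on low counts was applied anew in each of these fits, so they need not have tested the same genes as the main fits. The separate libraries still came from the same control group. Across genes, which are not independent replicates, the 2 sets of log2 fold changes had a Pearson r of 0.775 and a Spearman rho of 0.717. The shared control libraries by themselves raise such correlations. None was computed with separate control libraries, so these values do not measure how much change the mutants share. A gene called in 1 mutant only is not thereby shown to differ between mutants, so Hdac1-deficient and Hdac2-deficient libraries were also compared with each other in a fit of all 12 libraries, and 816 genes differed by more than 2-fold at an adjusted p of at most 0.05. Of the genes tested in both comparisons and called in Hdac1-deficient enteroids only, 234 of 618 (37.9%) differed in this direct test. The same held for 140 of 387 (36.2%) called in Hdac2-deficient enteroids only and for 91 of 680 (13.4%) called in both in the same direction. With no limit on the size of the difference, 509, 302 and 318 of these genes differed between the mutants at the same adjusted p. Another 18 genes were called in both mutants in opposite directions, among them Mndal (log2 fold change 2.35 in Hdac1-deficient and -5.39 in Hdac2-deficient enteroids) and Il1rn (-1.23 and 1.90), named after their values were seen.

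**Figure D2:**
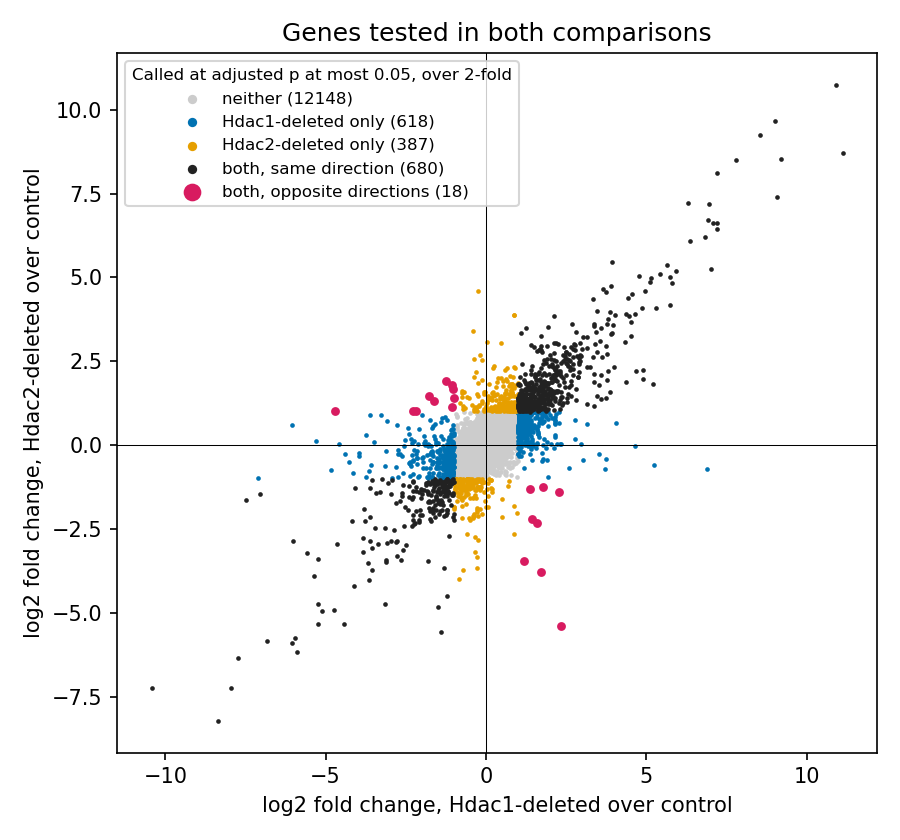
Log2 fold change of each of the 13851 genes tested in both comparisons, in Hdac1-deficient (horizontal axis) and Hdac2-deficient (vertical axis) enteroids against control. Black points are the 680 genes called in the same direction in both mutants, blue and orange points those called in Hdac1-deficient only (618) or Hdac2-deficient only (387), and pink points the 18 called in opposite directions.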

Increased or decreased expression of respectively 713 and 274 genes overlapped with both *Hdac1*- and *Hdac2*-deficient enteroids. 

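The gene sets of the IPA analysis are not used here. In their place, 14 lists of genes compiled by hand before the data were examined were tested with limma's camera test, at a fixed inter-gene correlation of 0.01 and with Benjamini-Hochberg adjustment over 28 tests. When camera estimated that correlation from the 4 libraries per group instead, 0 of the 14 lists had an adjusted p of at most 0.05 in either mutant. The list of FXR, LXR and lipid transport genes shifted up in Hdac1-deficient enteroids, with a median log2 fold change of 0.82 and 20 of 24 genes higher (camera adjusted p = 7.1e-05, between 4.3e-05 and 0.11 over the alternatives). In Hdac2-deficient enteroids its median was 0.51, with 19 of 23 genes higher (camera adjusted p = 3.3e-04, between 1.6e-04 and 0.12 over the alternatives). At an adjusted p of at most 0.05, 23 of the 24 genes and 20 of the 23 genes changed in edgeR's test, whether adjusted over all genes or over the list alone. Of all tested genes, 9196 of 14246 in Hdac1-deficient and 8729 of 14007 in Hdac2-deficient enteroids passed that limit as well. Apoa1 rose from 741.7 ± 48.7 CPM (SD, n = 4) in control to 2450.0 ± 77.5 CPM in Hdac1-deficient and 2056 ± 130.0 CPM in Hdac2-deficient enteroids. Slc51b, an organic solute transporter gene, had log2 fold changes of 1.66 and 1.03 (standard errors 0.13 and 0.14, adjusted p = 1.1e-09 and 1.5e-06 from edgeR's test). Abcc2 fell in both mutants, with log2 fold changes of -0.54 and -1.25, and lies on chromosome 19, whose genes were lower in both mutants. The list of inflammation and lipopolysaccharide response genes shifted up as well. Its median log2 fold change was 0.33 in Hdac1-deficient (20 of 27 genes higher, camera adjusted p = 0.0052) and 0.47 in Hdac2-deficient enteroids (23 of 26 genes higher, camera adjusted p = 7.1e-05). The inducible nitric oxide synthase gene Nos2, with at most 3 counts in any control library, was at least 86.2-fold higher in Hdac1-deficient and at least 141.0-fold higher in Hdac2-deficient enteroids (adjusted p = 1.1e-14 and 6.8e-19 from edgeR's test).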

FXR/RXR activation was a common top canonical pathway while lipopolysaccharide represented a common top upstream regulator, as determined by IPA analysis (Fig. 5B, Supplementary Tables S1, S2). Bioinformatics analysis revealed other specific top canonical pathways (LXR/RXR activation, Nicotine degradation II and III, LPS/IL-1 mediated inhibition of RXR function) in *Hdac1*-depleted enteroids. 

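Several members of the FXR, LXR and lipid transport list differed between the mutants when Hdac1-deficient and Hdac2-deficient libraries were compared directly. The cholesterol transporter gene Abcg5 was counted at 79.1 ± 2.09 CPM (SD, n = 4) in control, 190.9 ± 14.1 CPM in Hdac1-deficient and 128.3 ± 7.38 CPM in Hdac2-deficient enteroids. Its difference between the mutants was 0.57 on the log2 scale (adjusted p = 2.3e-09 from edgeR's test). Apoa4 was higher in Hdac1-deficient than in Hdac2-deficient enteroids by 0.63 (adjusted p = 3.4e-07), with log2 fold changes against control of 1.28 and 0.65. Nr0b2, which encodes the nuclear receptor SHP, moved in opposite directions against control, with log2 fold changes of 0.98 and -2.04 (standard errors 0.14 and 0.22), and differed between the mutants by 3.02 (adjusted p = 1.3e-12).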

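Transcripts of PPARA targets were read from a hand-made list of 30 tested genes. In Hdac1-deficient enteroids the list did not shift, with a median log2 fold change of 0.06, 17 genes higher and 13 lower (camera adjusted p = 0.25, between 0.17 and 0.69 over the alternatives). In Hdac2-deficient enteroids its median was 0.26, with 25 of 30 genes higher (camera adjusted p = 2.3e-04, between 1.6e-04 and 0.21). Single members moved in different directions. Cyp4a10 fell in Hdac1-deficient enteroids, with a log2 fold change of -2.42 (standard error 0.21, adjusted p = 4.0e-09 from edgeR's test), and was 0.50 in Hdac2-deficient enteroids. Vnn1 rose in both, with log2 fold changes of 2.24 and 3.02 (standard errors 0.12 and 0.09, adjusted p = 2.1e-12 and 7.8e-17). Ppara itself changed by less than 2-fold, with log2 fold changes of 0.37 and 0.34 (adjusted p = 6.4e-06 and 1.0e-05). Rara transcripts, at 40.8 ± 1.28 CPM (SD, n = 4) in control, did not differ detectably in either mutant (adjusted p = 0.85 and 0.76).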

Additional specific predicted top upstream regulators were either inhibited and related to *Ppara* (ACOX1, ciprofibrate), or activated and related to *Rara* signaling (tretinoin) (Supplementary Table S1). 

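In the hand-made list of retinol and retinoate metabolism genes, 21 of 26 tested genes were higher in Hdac2-deficient enteroids, with a median log2 fold change of 0.52 (camera adjusted p = 0.0013, between 4.3e-04 and 0.28 over the alternatives). In Hdac1-deficient enteroids 19 of 27 were higher, with a median of 0.46 (camera adjusted p = 0.0062, between 0.0022 and 0.32). Lrat, a retinol acyltransferase gene, rose from 3.47 ± 0.611 CPM (SD, n = 4) in control to 9.82 ± 0.946 CPM in Hdac2-deficient and 7.99 ± 0.311 CPM in Hdac1-deficient enteroids, with log2 fold changes of 1.50 and 1.21 (adjusted p = 1.3e-10 and 3.8e-09). Adh4 had log2 fold changes of 1.37 in Hdac2-deficient and 1.01 in Hdac1-deficient enteroids (standard errors 0.05 and 0.05, adjusted p = 9.9e-13 and 6.6e-11 from edgeR's test). Cyp26b1, which encodes a retinoic acid hydroxylase, was lower in both, at -1.19 and -2.60 (adjusted p = 2.3e-07 and 3.5e-07). Aldh8a1 was lower by a similar amount in both mutants, at -2.88 and -2.80 (standard errors 0.22 and 0.21). Tnf transcripts were few, at 0.413 ± 0.162 CPM in control, 2.59 ± 0.461 CPM in Hdac2-deficient and 2.90 ± 0.244 CPM in Hdac1-deficient enteroids. Their log2 fold changes were 2.65 and 2.83 (adjusted p = 4.3e-09 and 5.0e-10), and the mutants did not differ detectably from each other (adjusted p = 0.40 from edgeR's test).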

Likewise, other top canonical pathways for *Hdac2*-depleted enteroids included retinoate biosynthesis I and retinol biosynthesis, with TNF as an activated top upstream regulator (Fig. 5B, Supplementary Table S2).

**Figure 5:**
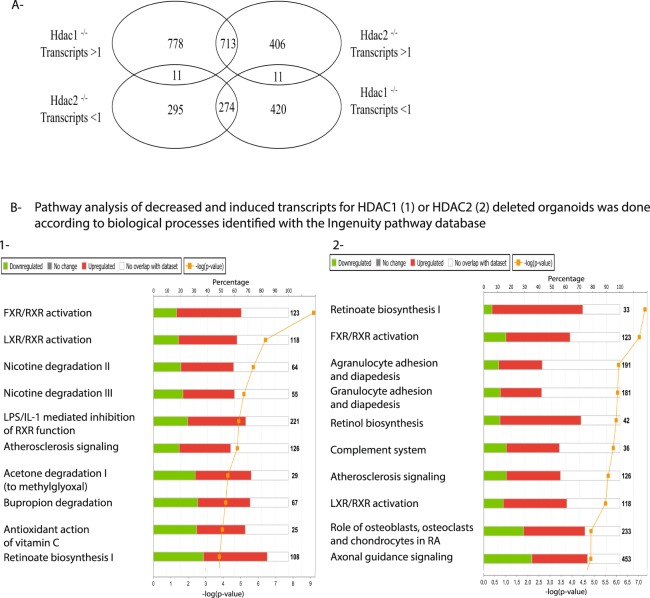
Transcript changes in *Hdac1*- or *Hdac2*-deficient enteroids, and top canonical pathways. (**A**) Venn diagram illustrating the specificity and the overlap of increased or decreased gene expression patterns between *Hdac1*-deficient and *Hdac2*-deficient enteroids (P-value < 0.05; log_2_ > 1 and log_2_ < 1), as assessed by RNA-Seq analysis. Top canonical pathways for gene expression identified by IPA analysis are shown for *Hdac1*-deficient enteroids (**B-1**) and *Hdac2*-deleted enteroids (**B-2**).

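The gene sets of the DAVID analysis are not used here. Of the 14 hand-made lists, 10 shifted in Hdac1-deficient and 13 in Hdac2-deficient enteroids at a camera adjusted p of at most 0.05 with the fixed inter-gene correlation. The list of genes for superoxide and redox enzymes had a median log2 fold change of 0.38 in Hdac1-deficient enteroids, with 17 of 26 genes higher (camera adjusted p = 0.021, between 0.0088 and 0.34 over the alternatives). In Hdac2-deficient enteroids its median was 0.25, with 19 of 27 genes higher (camera adjusted p = 0.0021, between 8.5e-04 and 0.26). The lists shifted up in both mutants also included enterocyte markers, with median log2 fold changes of 0.82 and 0.61 (camera adjusted p = 2.8e-06 and 1.5e-06). Among them the lactase gene Lct rose from 32.2 ± 1.17 CPM (SD, n = 4) in control to 231.8 ± 29.6 CPM in Hdac1-deficient and 130.0 ± 22.4 CPM in Hdac2-deficient enteroids. The interleukin-1 receptor gene Il1r1 had no counts in control libraries and was at least 3.31-fold higher in Hdac1-deficient enteroids (adjusted p = 1.3e-06 from edgeR's test). It was at least 4.03-fold higher in Hdac2-deficient enteroids, where it fell below the filter and was not tested against control, and the mutants did not differ detectably (adjusted p = 0.55 in the direct comparison).

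**Figure D3:**
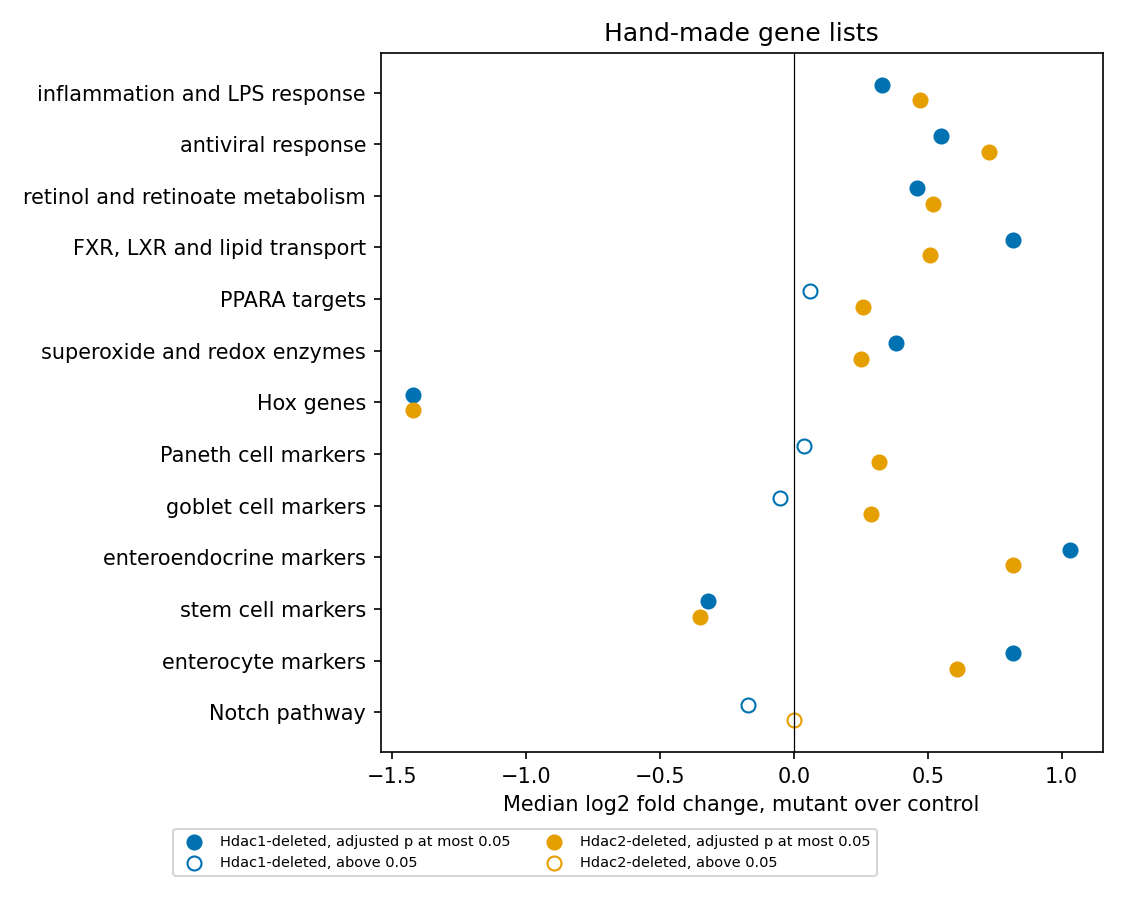
Median log2 fold change of the genes tested in each of 13 of the 14 hand-made lists (vertical axis), in Hdac1-deficient (blue) and Hdac2-deficient (orange) enteroids against control, 4 libraries per group. Filled points have a camera adjusted p of at most 0.05 at an inter-gene correlation of 0.01; with that correlation estimated from the libraries, 0 lists do.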

Biological processes identified by Gene Ontology analysis with DAVID identified common up-regulated processes, including inflammatory response, response to lipopolysaccharide, extracellular matrix organization, oxido-reduction process, lipid transport and retinol metabolic process (P-value between 3.80E-06 and 1.70E-03) (Supplementary Fig. S5). 

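Hox genes, which pattern the body axis in development, formed a list of 11 tested genes in the Hdac1 comparison and 9 in the Hdac2 comparison, all lowly expressed. In Hdac1-deficient enteroids 8 of the 11 were lower, with a median log2 fold change of -1.42 (camera adjusted p = 0.043, between 0.0086 and 0.26 over the alternatives). All 11 changed at an adjusted p of at most 0.05 in edgeR's test, as did 9196 of all 14246 tested genes. In Hdac2-deficient enteroids 8 of the 9 were lower, with a median of -1.42 as well (camera adjusted p = 0.0016, between 0.001 and 0.11). Hoxb2 was counted at 2.72 ± 0.253 CPM (SD, n = 4) in control, 0.223 ± 0.178 CPM in Hdac1-deficient and 0.311 ± 0.223 CPM in Hdac2-deficient enteroids. Hoxa7, with at most 1 count in any Hdac1-deficient library, was at least 17.6-fold lower there and had a log2 fold change of -2.86 in Hdac2-deficient enteroids (adjusted p = 2.4e-11 and 1.5e-09). Hoxb6 moved the other way in Hdac1-deficient enteroids, at least 7.05-fold higher (adjusted p = 2.1e-07).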

Common down-regulated processes included multicellular organism development and angiogenesis (P-value between 2.40E-08 and 1.20E-03). 

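Among the genes of the superoxide and redox list, the dual oxidase gene Duox2 rose from 3.62 ± 0.634 CPM (SD, n = 4) in control to 11.4 ± 0.554 CPM in Hdac1-deficient and 16.5 ± 1.89 CPM in Hdac2-deficient enteroids. Its log2 fold changes were 1.66 and 2.19 (standard errors 0.10 and 0.11, adjusted p = 1.6e-11 and 5.6e-12 from edgeR's test), and it was lower in Hdac1-deficient than in Hdac2-deficient enteroids by -0.53 on the log2 scale in the direct comparison (adjusted p = 1.2e-05). Nox1, another gene of that list, differed the other way and was higher in Hdac1-deficient than in Hdac2-deficient enteroids by 0.36 (adjusted p = 1.5e-05).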

Specific increased biological processes included cholesterol homeostasis, superoxide and lipoprotein metabolic process for *Hdac1*-depleted enteroids (P-value between 8.10E-05 and 1.10E-03), while negative regulation of cell proliferation and negative regulation of cell migration were decreased (P-value of 9.8E-05 and 2.10E-03). Likewise, specific increased biological processes included response and defense response to virus for *Hdac2*-depleted enteroids (P-value between 1.90E-05 and 1.70E-04), while response to interferon-gamma, positive regulation of gene expression and of DNA-templated transcription were decreased (P-value between 6,10E-04 and 3.10E-03).

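The hand-made list of antiviral response genes shifted up in both mutants. In Hdac2-deficient enteroids 27 of 30 tested genes were higher, with a median log2 fold change of 0.73 (camera adjusted p = 4.8e-06, between 8.8e-07 and 0.11 over the alternatives). In Hdac1-deficient enteroids 24 of 28 were higher, with a median of 0.55 (camera adjusted p = 2.8e-04, between 1.9e-04 and 0.11). Oas1a rose from 0.815 ± 0.133 CPM (SD, n = 4) in control to 5.94 ± 0.712 CPM in Hdac2-deficient and 6.52 ± 0.658 CPM in Hdac1-deficient enteroids, and the mutants did not differ detectably (adjusted p = 0.26 from edgeR's test). Its paralog Oas1g, whose reads the authors' counting could have split with Oas1a, was at least 7.33-fold and at least 8.70-fold higher. Oas3 rose in Hdac2-deficient enteroids, with a log2 fold change of 2.28 (standard error 0.31, adjusted p = 1.8e-06), and was lower in Hdac1-deficient than in Hdac2-deficient enteroids in the direct comparison (adjusted p = 0.0012).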

Changes in global protein expression between wild type and mutant enteroid cells were then quantified by quantitative mass spectrometry after SILAC labeling, selecting >1.5-fold and <1.5-fold specific proteins identified by at least two peptides, with an FDR 5%. Proteomic analysis revealed 141 and 78 proteins respectively increased in *Hdac1*- and *Hdac2*-deficient enteroids, as well as 132 and 90 proteins separately decreased in *Hdac1*- and *Hdac2*-deleted enteroids (Fig. 6A, Supplementary Table S7). Increased or decreased expression of respectively 52 and 58 proteins overlapped in both mutated enteroids.

**Figure 6:**
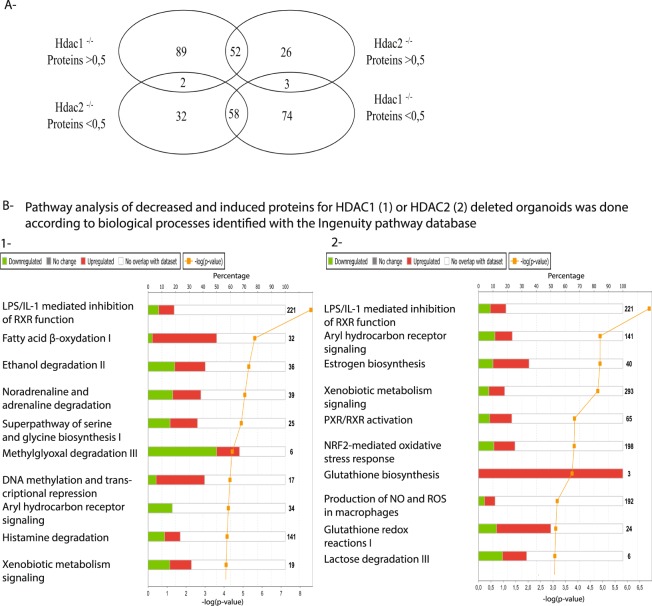
Protein changes in *Hdac1*- or *Hdac2*-deficient enteroids, and top canonical pathways. (**A**) Venn diagram illustrating the specificity and the overlap of increased or decreased protein expression patterns between *Hdac1*-deficient and *Hdac2*-deficient enteroids (P-value < 0.05; log_2_ > 1 and log_2_ < 1), as assessed by SILAC proteomics analysis. Top canonical pathways for protein expression identified by IPA analysis are shown for *Hdac1*-deficient enteroids (**B-1**) and *Hdac2*-deleted enteroids (**B-2**).

LPS/IL-1 mediated inhibition of RXR function was a common top canonical pathway while CFTR represented a common top upstream regulator, as determined by IPA analysis (Fig. 6B). Further specific top canonical pathways were revealed in *Hdac1*- (Fatty acid oxidation I, Ethanol degradation) and *Hdac2*-depleted enteroids (Aryl hydrocarbon receptor signaling, Estrogen biosynthesis, Xenobiotic metabolism signaling, PXR/RXR activation) (Fig. 6B), in addition to predicted top upstream regulators associated with *Hdac1*- (PPARA, CFTR, PPARG, Essra, IL10RA) and *Hdac2*-deficient enteroids (CFTR, NFE2L2, IL10RA) (Fig. 6B, Supplementary Tables S3, S4). While not predicted as activated, top upstream regulators identified in *Hdac2*-deficient enteroid proteomes included steroid receptors such as NR1I3 and PXR ligand-PXR-retinoic acid-RXR.

Biological processes identified by Gene Ontology analysis with DAVID included common up-regulated *Hdac1*- and *Hdac2*-dependent processes, such as oxidation-reduction and lipid metabolic process (P-value between 2.40E-15 and 3.1E-03) (Supplementary Fig. S6). Common down-regulated processes included glutathione metabolic process, metabolic process, cell-cell adhesion and oxido-reduction process (P-value between 8.20E-05 and 3.10E-03). Specific increased biological processes included fatty acid, retinoid, carbohydrate, cholesterol, lipoprotein and steroid metabolic processes, as well as lipid and cholesterol transport for *Hdac1*-depleted enteroids (P-value between 2.90E-07 and 4.30E-04), while ATP-dependent chromatin remodeling, RNA splicing, mRNA processing and retinoic acid metabolic processes were decreased (P-value between 7.10E-04 and 4.90-E03). Likewise, specific increased biological processes included response to drug, nutrient, and hormone, among others, for *Hdac2*-depleted enteroids (P-value between 1.40-05 and 1.10E-03), while responses to different stimuli were decreased (P-value between 9.60E-04 and 3.70E-02). Oxido-reduction process was the GO term shared by the transcriptome and the proteome of both *Hdac1*- and *Hdac2*-depleted enteroids. Thus, HDAC1 and HDAC2 may both regulate, to different extent, metabolic and oxido-reduction processes, as well as cell responses to endogenous and exogenous environmental metabolites, in part through steroid receptor signaling.

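In the RNA-Seq counts, 21 of the 27 redox genes tested in Hdac2-deficient enteroids passed an adjusted p of 0.05 over all genes in edgeR's test (22 over the list alone), 8 of them increased more than 2-fold. In Hdac1-deficient enteroids 23 of 26 passed, both over all genes and over the list alone, 10 of them increased more than 2-fold. None of these redox genes was decreased more than 2-fold in either mutant. Of all tested genes, 8729 of 14007 in Hdac2-deficient and 9196 of 14246 in Hdac1-deficient enteroids passed that adjusted p. Passing it therefore does not by itself set this list apart. The nuclear receptor genes Nr1i2 and Nr1i3 changed by less than 2-fold, with log2 fold changes of 0.32 and 0.27 for Nr1i2 (adjusted p = 1.8e-06 and 6.5e-07 from edgeR's test) and of 0.37 and 0.36 for Nr1i3 (adjusted p = 0.0026 and 3.2e-04) in Hdac1-deficient and Hdac2-deficient enteroids. From the enriched terms and regulators of its transcriptome and proteome, the paper proposes that HDAC1 and HDAC2 both act, to different extents, on metabolic and oxido-reduction processes and on responses to metabolites.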

Proteome and transcriptome analysis revealed common activation of STAT signaling in *Hdac1*- and *Hdac2-*deficient enteroids. Indeed, STAT1 was the top transcriptional regulator identified by RNA-Seq analysis while IL10RA was one of the top upstream regulators identified by proteome analysis. Since an increased Stat3 phosphorylation can be observed in dual *Hdac1* and *Hdac2* IEC-specific deleted mice^32^, Stat3 phosphorylation levels were verified in mutated enteroids. The data show an increase in Stat3 phosphorylated forms in *Hdac1*- as well as *Hdac2*-deleted enteroids (Fig. 7A).

**Figure 7:**
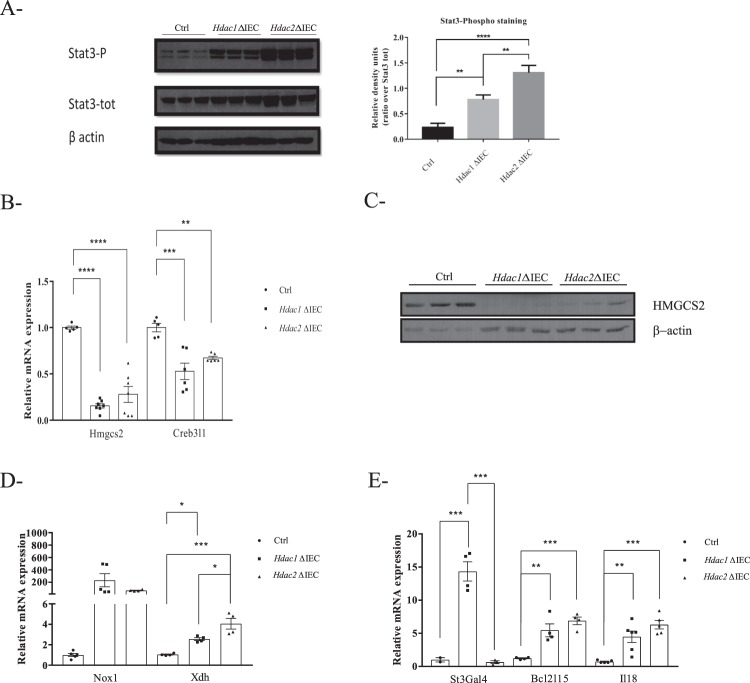
*Hdac1* or *Hdac2* depletion alters the expression of specific metabolic and inflammatory related genes. Total protein extracts from control, *Hdac1*- or *Hdac2*-deficient enteroids were separated on SDS-PAGE gels for Western blot analysis, and selected proteins were revealed with specific antibodies against phosphorylated and total STAT3 (**A**), against HMGCS2 (**C**), and against β-ACTIN as a loading control (**A**,**C**) (n = 3). Densitometric analysis of Phospho-STAT3 compared to STAT3 is indicated (**p ≤ 0.01; ****p ≤ 0.001). Cropped images for Phospho-STAT3, STAT3 and β-ACTIN are from immunoblotting experiments on the same membrane. Cropped images for HMGCS2 and β-ACTIN are from immunoblotting experiments on another membrane. Samples for (**A**,**C**) derive from the same experiments. Full-length blots are presented in Supplementary Fig. S8. (**A**). Total RNAs were isolated from 5-day cultured control, *Hdac1*- or *Hdac2*-deficient enteroids. Expression levels of *Hmgcs2* and *Creb3l1* (**B**), *Nox1* and *Xdh* (**D**), *St3gal4*, *Bcl2l15 and Il18* (**E**) were determined by qPCR, with *Pbgd* as a control (n = 4–7). Results represent the mean ± SEM (*p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.005; ****p ≤ 0.001).

Based on common and specific biological processes revealed by RNA-Seq and proteomic analysis, we selected a subset of genes associated with metabolism, stress and environmental responses, for further verification of gene expression patterns by qPCR. 

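Genes selected for qPCR were read library by library in the RNA-Seq counts. Creb3l1 (ENSMUSG00000027230), on chromosome 2 from 91982328 to 92024502, fell from 78.4 ± 3.69 CPM (SD, n = 4) in control to 27.8 ± 2.98 CPM in Hdac1-deficient and 42.1 ± 2.29 CPM in Hdac2-deficient enteroids, with log2 fold changes of -1.48 and -0.89, the latter short of 2-fold. Nox1 (ENSMUSG00000031257), on the X chromosome from 134086421 to 134221956, rose from 1.07 ± 0.224 CPM to 33.6 ± 1.44 CPM and 26.2 ± 2.29 CPM, with log2 fold changes of 4.97 and 4.61 (adjusted p = 1.5e-19 and 8.6e-19). Xdh (ENSMUSG00000024066), on chromosome 17 from 73883895 to 73950196, rose from 64.3 ± 2.05 CPM to 116.5 ± 9.86 CPM and 141.8 ± 6.22 CPM, with log2 fold changes of 0.87 and 1.15. Il18 (ENSMUSG00000039217), on chromosome 9 from 50554827 to 50581840, rose from 9.40 ± 0.456 CPM to 41.3 ± 2.32 CPM and 44.6 ± 4.01 CPM, and the mutants did not differ detectably (adjusted p = 0.11). Bcl2l15 (ENSMUSG00000044165), on chromosome 3 from 103832601 to 103854618, had log2 fold changes of 1.77 and 1.27. St3gal4 (ENSMUSG00000032038), on chromosome 9 from 35046576 to 35119268, rose from 8.01 ± 0.638 CPM in control to 301.1 ± 17.0 CPM in Hdac1-deficient and fell to 5.23 ± 1.29 CPM in Hdac2-deficient enteroids. Its log2 fold changes were 5.25 (adjusted p = 3.3e-23) and -0.61 (standard error 0.13, adjusted p = 9.0e-04 from edgeR's test). With each library left out in turn, the St3gal4 log2 fold change stayed between 5.19 and 5.28 in Hdac1-deficient and between -0.725 and -0.471 in Hdac2-deficient enteroids.

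**Figure D4:**
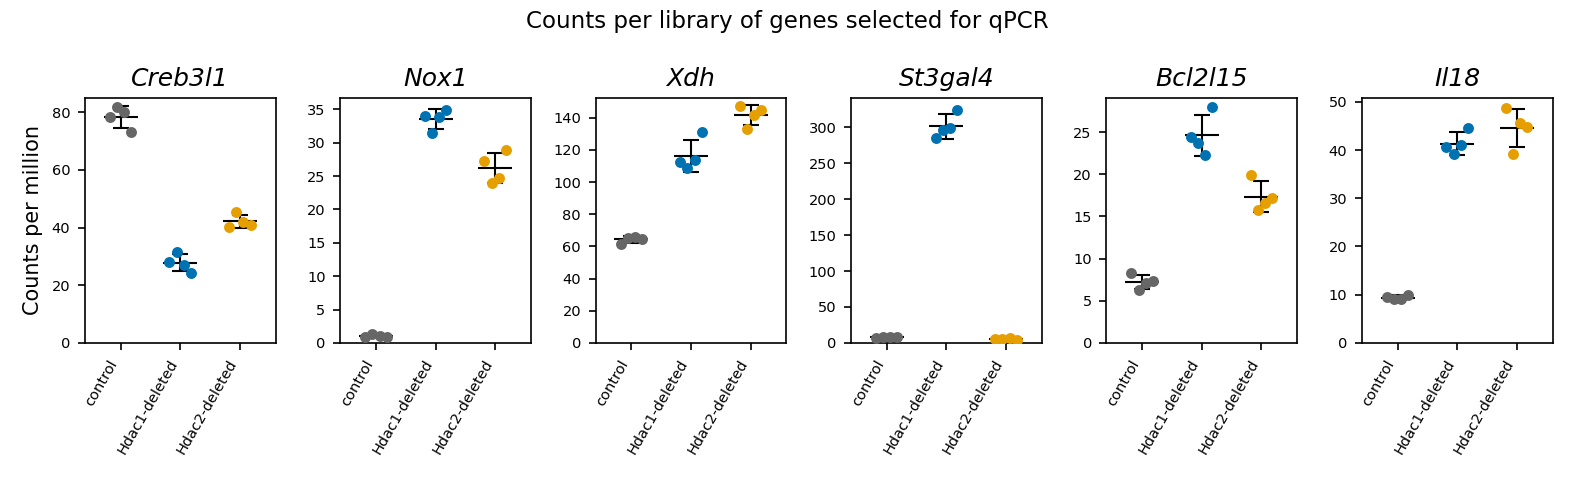
CPM of 6 genes selected for qPCR in each control (grey), Hdac1-deficient (blue) and Hdac2-deficient (orange) library, with the mean and SD (horizontal bar and whiskers, n = 4 libraries) in black. St3gal4 is raised in the 4 Hdac1-deficient libraries and not in the 4 Hdac2-deficient libraries.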

Expression of *Hmgcs2*, a mitochondrial enzyme involved in the ketogenesis pathway and regulated in part by PPARA^39^, was decreased at both mRNA and protein levels (Fig. 7B,C). Expression of *Creb3l1*, an unfolded protein response regulator^40^, was decreased in *Hdac1*- or *Hdac2*-deficient organoids, as assessed by qPCR (Fig. 7B). Increased expression of *Nox1*, a NADPH oxidase^41^, *Xdh*, involved in purine oxidative metabolism^42^, *Il18*, a proinflammatory cytokine induced by inflammasome signaling^43^, and *Bcl2l15*, an apoptosis regulator expressed at high levels in the intestine^44^, was observed (Fig. 7D,E). Other genes encoding *Nfkbiz*, a regulator of NF-κB activity^45^, *Nos2*, a nitric oxide synthase^46^, and *Apoa4*, an apolipoprotein^47^, displayed increased expression in both *Hdac1*- and *Hdac2*-deficient enteroids while expression of *Dusp4*, a MAP kinase phosphatase^48^, was decreased (Supplementary Fig. S7). Expression of *St3gal4*, a glycosyltransferase^49^, was increased specifically in *Hdac1*-deficient enteroids (Fig. 7E). These results indicate common and specific patterns of gene regulation by *Hdac1* or *Hdac2* deficiency in enteroids, which affect cell-intrinsic metabolic as well as cell-extrinsic environmental responses.

## Discussion

In order to determine the IEC intrinsic role of histone deacetylase HDAC1 and HDAC2, we have performed a global phenotypic, transcriptomic and proteomic analysis of *Hdac1*- and *Hdac2*-deficient enteroids. Our results show that *Hdac1* or *Hdac2* deletion in enteroids leads to increased production of secretory Paneth and goblet cells, suggesting a contribution of HDAC1 and HDAC2 in the regulation of Notch signaling. Indeed, active Notch signaling prevents secretory cell differentiation^12,50^. We have also observed increases in the number of intermediate cells, considered as precursors of both Paneth and goblet cell lineages in the small intestine^37,51^. Notch signaling is also involved in the production of intermediate cells. Indeed, intermediate as well as secretory cell numbers are increased in the small intestine of mice treated with the Notch pathway inhibitor DBZ^38^. Intestinal epithelial-specific deletion of the Adam10 sheddase gene in mice leads to increased numbers of Paneth/goblet cell intermediates as well as enteroendocrine cells through Notch signaling regulation^52^.

*In vivo*, we have previously observed that IEC-specific *Hdac1*- or *Hdac2*-deficient mice do not display intestinal architectural defects. However, in contrast to *Hdac1*^+/−^; *Hdac2*^*−/−*^ IEC-deficient mice, IEC-deleted *Hdac1*^*−/−*^; *Hdac2*^*−/−*^ or *Hdac1*^*−/−*^; *Hdac2*^+/−^ are characterized by IEC loss of polarity and barrier function, resulting in a chronic inflammation, concomitant with increased crypt proliferation, decreased secretory cell numbers and Notch pathway activation^32,35^. These data suggest that different HDAC1 and HDAC2 levels may alter the balance between stem and progenitor cell proliferation, and differentiation, in part by regulating Notch pathway activity. *In vivo*, some additional contributions from the intestinal environment may differentially regulate intestinal homeostasis. Further studies to compare *Hdac1*^+/−^; *Hdac2*^*−/−*^ or *Hdac1*^*−/−*^; *Hdac2*^+/−^ enteroids to single *Hdac1-* or *Hdac2-*deleted organoids, and to assess their responses to mucosal environment factors, including cytokines, could be performed. Nevertheless, our data indicate that HDAC1 and HDAC2 may regulate intestinal epithelial cell fate, in part through Notch pathway regulation, as well as the relative production and maturation of differentiated cells from progenitors.

An increase in the number of phosphorylated γ-H2AX foci is observed after *Hdac1* or *Hdac2* deletion. HDAC1 and HDAC2 play important roles in DNA repair and the DNA damage response to double-strand breaks^36,53^, major inducers of γ-H2AX phosphorylation^54^. HDAC1 and HDAC2 are also recruited to replication forks^55^ to regulate DNA replication^56^. It is thus possible that *Hdac1* or *Hdac2* deletion renders enteroids more sensitive to DNA-strand breaks or replication stresses, leading to increased phosphorylated γ-H2AX foci. Recent data suggest that changes in chromatin structure *per se* may also result in γ-H2AX phosphorylation. For example, hypotonic treatment of different cell lines leads to increased γ-H2AX foci formation, in the relative absence of DNA strand-breaks^57^. Thus, *Hdac1* or *Hdac2* deletion could induce the formation of γ-H2AX foci by affecting chromatin structure, in part through histone acetylation.

Our data indicate that HDAC1 or HDAC2 homodimers, while sharing some targets, are not functionally equivalent to HDAC1/HDAC2 heterodimers in HDAC1/HDAC2 co-repressor complexes^25^. *Hdac1* or *Hdac2* deletion could lead to global effects on histone acetylation patterns, resulting in transcriptional changes. It has been proposed that HDAC associated with actively transcribed gene promoters could be important in resetting active promoters through deacetylation, for further rounds of transcription^58,59^. While increased histone acetylation correlates with active gene expression, it was shown that HDAC inhibition with HDAC pharmacological inhibitors, which results in increased histone acetylation in gene bodies and intragenic domains, may hinder transcriptional elongation and eRNA-associated enhancer transcription, suggestive of a positive role in transcriptional elongation^60^. Whether specific *Hdac1* or *Hdac2* deletion in enteroids could affect the expression of a subset of genes at the level of elongation or enhancer/promoter usage remains to be determined.

Our transcriptomic and proteomic analysis has uncovered various HDAC1- or HDAC2-dependent pathways acting as internal or external signaling sensors or transmitters. For example, HDAC1 and HDAC2 may play a role in the production of retinoic acid (RA), as suggested by increased Retinol metabolic processes in mutant enteroids. IEC-derived RA is considered as an important mucosal signal to mediate immune responses^61^. Of note, IEC-derived RA production is increased by the bacterial-derived short-chain fatty acid butyrate, a HDAC inhibitor, as well as by HDAC pharmacological inhibitors^62,63^.

IPA and GO term analysis of transcriptome and proteome data have revealed shared pathways regulated by *Hdac1* or *Hdac2*. *Hdac1* and *Hdac2* deletion alters inflammatory signaling pathways. For example, STAT1 and RELA are in the top transcription factor upstream regulator, as well as IL10RA, suggesting the implication of HDAC1 and HDAC2 in respectively IFN signaling^64^, in cytokine-mediated NF-κB signaling^65^ and in STAT3 activation by cytokines^66^. HDAC may directly regulate the acetylation levels of these transcription factors, and their activity. For example, HDAC1 and HDAC2 negatively regulate NF-κB^65^. Class I HDAC, including HDAC1 and HDAC2, regulate STAT1 as well as STAT3 acetylation and transcriptional activity^64^. We have shown an increase in STAT3 phosphorylation in *Hdac1*- and *Hdac2*-deleted enteroids. This induced phosphorylation could be indirect, through autocrine production of cytokines, or direct as STAT3 acetylation may promote STAT3 phosphorylation, leading to increased transcriptional activity^64,67^. STAT3 is an important downstream effector of many cytokine-induced pathways which regulate IEC barrier function and mucosal wound healing^68^. For example, IL-22-dependent induction of STAT3 is essential for IEC barrier integrity and epithelial regeneration after injury, both *in vivo* and in organoid cultures^69^. Thus, HDAC1 and HDAC2 regulation of STAT3 activity may play an important role to insure intestinal homeostasis.

IPA and GO term analysis of transcriptome and proteome data have also revealed specific pathways regulated by *Hdac1* or *Hdac2*. *Hdac1* deletion leads to PPARα pathway inhibition, as a top upstream regulator, and to alterations in many metabolic pathways related to lipid and fatty acid metabolic processes. PPARα activation by fatty acids ligands, among others, regulates fatty acid metabolism, through peroxisomal and mitochondrial β-oxidation, inflammation and ketogenesis^39,70^. For example, expression of PPARα-regulated mitochondrial *Hmgcs2*, the rate-limiting enzyme involved in the production of ketone bodies^39,71^, including β-hydroxybutyrate, a known endogenous HDAC inhibitor^17,18^, is decreased in mutant enteroids. Thus, *Hdac1* or *Hdac2* enteroid deficiency may alter directly or indirectly the production of endogenous inhibitors, which could maintain HDAC activity.

*Hdac2*-deleted enteroids display AhR and PXR/CAR xenobiotic signaling as top canonical pathway and top upstream regulator, respectively. AhR is a transcription factor regulated by many endogenous and exogenous diet- and microbiota-derived ligands. AhR play important roles in the intestinal mucosal immune response and the regulation of the intestinal barrier function, as well as in antioxidant and xenobiotic responses^72,73^. AhR signaling is increased after HDAC inhibitor treatment of cultured murine and human IEC^74^. In addition to their role as xenobiotic sensors, recent data have uncovered roles for CAR and PXR in energy homeostasis^75^, as well as a role for PXR in intestinal epithelial repair responses^76^.

In addition to metabolic processes, oxido-reduction is one of the top processes affected in *Hdac1*- and *Hdac2*-deleted enteroids. This suggests that lack of HDAC1 or HDAC2 may affect enteroid metabolism. Acetyl-CoA levels vary according to the cellular metabolic state, with high levels associated with cell growth and survival, and global histone acetylation^77^. Acetyl-CoA is generated in various cellular compartments, including the nucleus, the cytoplasm and mitochondria. In the nucleus, the acetyl group linked to lysines on histones may supply acetate, in order to restore nuclear acetyl-CoA levels. Changes in HDAC activity could affect acetate availability, and thus influence enteroid homeostasis through metabolic pathway alterations, as proposed before^78^. Indeed, we have previously found that *Hdac1* depletion in the intestinal epithelial cell line IEC-6 alters metabolic processes^79^. Whether metabolic process modifications observed in *Hdac1*- and *Hdac2*-deleted enteroids are indeed a compensatory response to maintain proper acetyl-CoA levels remains to be determined.

The extensive transcriptomic and proteomic changes observed upon *Hdac1* or *Hdac2* deletion in enteroids may be direct, through lysine acetylated mark alterations in regulatory regions, or indirect. This could occur either through acetylation-dependent alterations of the function of non-histone proteins, including transcription factors such as STAT3^80^, or by metabolite changes that could result from decreased acetate availability. To identify more specific targets, chromatin immunoprecipitation experiments for specific acetylated marks, HDAC1 and HDAC2 could be performed with, for example, inducible *villin*-Cre^ER^ *Hdac1*- or *Hdac2*-deleted enteroids. Mass spectrometry experiments could be carried out in order to assess the changes in the acetylome of *Hdac1*- or *Hdac2*-depleted enteroids.

We have identified here, homeostatic pathways dependent on HDAC1 and HDAC2 activity in enteroids. Our data suggest that HDAC1 and HDAC2 regulate differentiation, barrier function and stress responses in enteroids. Furthermore, HDAC1 and HDAC2 in part regulate common pathways related to oxydo-reduction and inflammatory processes in enteroids. Specific pathways include lipid metabolism for HDAC1 and response to environmental signals for HDAC2. Nuclear HDAC activity may well be important to control cellular acetyl-CoA levels necessary to insure enteroid homeostasis. Thus, IEC-intrinsic modifications of HDAC1 and/or HDAC2 activity may mediate the intestinal mucosal responses observed in IEC-specific *Hdac1*- and/or *Hdac2*-deficient mice^32,33,35^. As specific HDAC inhibitors are developed for use in cancer and in various immune and neurological diseases^81,82^, analysis of their impact on global and specific effects of HDAC1 and HDAC2 should be considered.

## Methods

### Enteroid culture

*Hdac1* and *Hdac2* floxed mice^29^ were crossed with villin-Cre transgenic mice^83^ in a C57BL/6 J X 129SV X CD1 background. All experiments were performed in accordance with relevant guidelines and regulations, and were approved by the Institutional Animal Research Review Committee of the Université de Sherbrooke (protocol 360-14B)^33,35^. Genomic DNA was isolated with the Spin Doctor genomic DNA kit (Gerard Biotech) to determine the genotypes^33,35^. Jejunal crypts from one wild-type, *Hdac1* or *Hdac2* mutant mouse were isolated by EDTA fractionation and cultured according to previous publications^84,85^, and as we have done before^86^. Matrigel (Growth Factor Reduced, BD Corning) embedded enteroids were grown in ENR medium containing 70% Advanced DMEM/F-12 Flex medium (Thermo Fisher Scientific), 1.25 mM N-acetylcysteine (Sigma), 50 ng/mL EGF (Life Technologies), B27 supplement 1X (Life Technologies), N2 supplement 1X (Life Technologies), 10% Advanced DMEM/F-12 Noggin conditioned medium and 20% Advanced DMEM/F-12 R-Spondin 1 conditioned medium. Penicillin (100 U/mL) and streptomycin (100 µg/mL) were also added to the medium. Enteroids were passaged every 5 days by mechanical disruption, and embedded 1:3 in 20 µL Matrigel (about 10 enteroids per µL).

### Enteroid characterization

Wild-type, *Hdac1*- and *Hdac2*-deficient enteroid surface areas were measured after 5 days in culture (n = 3; 3 to 6 wells for each). Perimeters to measure enteroid areas were determined from horizontal cross-sections with the ZEISS ZEN Microscope Software. Budding efficiencies were measured under light microscopy by scoring for the number of buds per enteroid after 5 days: no budding (0), one bud (1), two buds (2) and three or more buds (3+). Imaging was performed with Cell Discoverer 7 microscope (magnification: 10X) (Zeiss, Toronto, ON, Canada).

### HDAC activity measurement

Matrigel was dissolved in ice-cold Cell Recovery solution (Corning), and nuclear protein extracts were prepared from recovered wild-type, *Hdac1*- and *Hdac2*-deficient enteroids grown for 5 days, by using Abcam nuclear extraction kit (ab113474). 7.5 µg of nuclear extracts were used to measure nuclear HDAC activity with the colorimetric Epigenase HDAC activity/inhibition direct assay kit (Epigentek), on a Versamax ELISA microplate reader at 450 nm (Molecular Devices), according to the manufacturer’s protocol (n = 3; 2–3 wells for each). As a control, nuclear extracts were incubated with the HDAC pan-inhibitor Trichostatin A (1 μM). Results are expressed as the mean ± SD. Statistical significance was determined by Student’s *t*-test.

### Histological analysis and immunofluorescence

Five-day wild-type, *Hdac1*- or *Hdac2*-deleted enteroid cultures were used. Enteroids recovered from Matrigel were separated by mechanical disruption, centrifuged for 3 min at 7000 rpm, and suspended in 4% paraformaldehyde for 1 h at 4^o^C. Fixed enteroids were centrifuged at 7000 rpm for 3 min, suspended in 70% ethanol for 1 h at 4^o^C and centrifuged at 7000 rpm for 3 min. Enteroids were mixed with Histogel (Thermo Fisher Scientific) before paraffin inclusion^32,33^. Sections were stained with hematoxylin and eosin for histological analysis, with Alcian blue for goblet cell mucins and with Best’s Carmine for Paneth cells. Goblet, Paneth and intermediate cell numbers in *Hdac1*- or *Hdac2*-depleted enteroids relative to control enteroids (n = 3, 25–35 enteroids per experiment) were counted in a blinded fashion, by two independent investigators. For immunofluorescence experiments, paraffin-embedded enteroid sections were rehydrated with graded ethanol series and boiled for 6 min in 10 mM citric acid. Treated sections were then blocked in PBS supplemented with 0.1% BSA and 0.2% Triton for 45 min^86^. Proliferation was assessed by fluorescein-conjugated mouse anti-bromodeoxyuridine (BrdU) (1:50, BMC 9318, Roche Diagnostics) staining of sections obtained from enteroid cultures incubated for 90 min with 10 µM BrdU. BrdU positive nuclei were counted with Cell Profiler 3.15^87^. Other primary antibodies include rabbit anti-HDAC1 (ab7028) (1:500, Abcam), rabbit anti-HDAC2 (ab7029) (1:500, Abcam), rabbit anti-phosphohistone γH2A.X (sc-101696) (1:500, Santa Cruz Biotechnology). γH2A.X positive stained nuclei were counted with Cell Profiler 3.15 (surface area for each experiment: 7.8 mm^2^, n = 2). Secondary donkey F(ab’)2 Anti-Rabbit IgG H&L (Alexa Fluor 568) preadsorbed antibodies (Abcam) were incubated at room temperature for 2 h (n = 3). Additional information about antibodies is included in Supplementary Table S8.

### Protein isolation and Western blotting

Five-day wild-type, *Hdac1*- or *Hdac2*-deleted enteroid cultures were used, unless otherwise stated. Enteroids were recovered and directly lysed in 1 X Laemmli buffer 1 (62.5 mM Tris-HCl pH 6.8, 2% SDS, 10% glycerol) supplemented with protease and phosphatase inhibitors. Whole enteroid protein content was measured with the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific). Fifteen µg of total protein extracts were added on 4–12% SDS-polyacrylamide gels, and transferred on PVDF membranes (Roche Molecular Biochemicals). Western blotting was performed as described previously^79^. Membranes were incubated 1 h at room temperature or overnight at 4 °C with the following primary antibodies: rabbit anti-HDAC1, rabbit anti-HDAC2 (Abcam); rabbit anti-HMGCS2, rabbit anti-phosphoSTAT3, rabbit anti-STAT3 (Cell Signaling); mouse anti-ACTIN (EMD Millipore). Secondary antibodies included goat anti-mouse and goat anti-rabbit (Invitrogen). Immune complexes were revealed with Amersham ECL^TM^ Western blotting detection reagents (GE Healthcare) (n = 3). Additional information about antibodies is included in Supplementary Table S8.

### RNA isolation, qPCR and semi-quantitative RT-PCR

Total RNAs from wild-type, *Hdac1*- or *Hdac2*-deleted enteroids were purified with the RNeasy mini kit (Qiagen), and quantified with a NanoDrop ND-1000 spectrophotometer (Thermo Fisher Scientific). cDNAs were synthetized from 1 µg of RNA with oligodT and Superscript II reverse transcriptase (Life Technologies). For semi-quantitative RT-PCR, cDNA amplification for *Hdac1*, *Hdac2* and *Gapdh* with the Taq PCR Master Mix Kit (Qiagen, Mississauga, ON, Canada) was performed by a first 94 °C cycle for 5 min, followed by 29 cycles of 1 min at 94 °C, 45 sec starting at 62 °C and decreasing in increments of 0.3 °C every cycle, 1 min at 72 °C, and a final cycle of 1 min at 94 °C and 10 min at 72 °C (Supplementary Table S9 for PCR primer sequences). For qPCR analysis, 10 ng of cDNAs were amplified with the Brilliant III Ultra-fast SYBR Green qPCR Master Mix (Agilent Technologies) and specific gene upstream and downstream oligonucleotides (Supplementary Table S9), with a 10 min cycle at 95 °C, followed by 40 cycles of 10 sec at 95 °C, 10 sec at 60 °C and 20 sec at 72 °C. qPCR was performed with a Corbett RotorGene (Qiagen/Corbett Research). Relative RNA amounts were determined by using porphobilinogen deaminase (*Pbgd*) amplification (n = 4–7).

### RNA-Seq analysis

Total RNAs from wild-type, *Hdac1*- or *Hdac2*-deleted enteroids were purified with the RNeasy mini kit (Qiagen) (n = 4), and quantified. RNA integrity was evaluated with a 2100 Bioanalyzer (Agilent Technologies). Only samples with RNA Integrity Number (RIN) > 6.5 were selected. cDNA library preparation and transcriptome analysis with the Illumina HiSeq. 4000 PE100 sequencing system (Illumina) were performed at the McGill University and Génome Québec Innovation Center. Sequence alignment was performed with the Star 2.4.0.1 software package based on genome reference Mus_musculus:GRCm38. Differentially expressed genes were identified with DESeq adjusted p-value ≤ 0.05^88^. Only transcripts increased or decreased more than 2-fold between wild-type, *Hdac1*- or *Hdac2*-deleted enteroids were selected for further bioinformatics analysis. RNA-Seq data have been deposited in the Gene Expression Omnibus database (GSE124146).

### Proteome analysis

Wild-type, *Hdac1*- or *Hdac2*-deleted enteroids were grown for 6 passages in SILAC ENR medium supplemented with arginine and lysine, either the normal light isotopes of carbon, hydrogen and nitrogen (^12^C^14^N) (L), the medium L-arginine-^13^C_6_^14^N_4_ and L-lysine-^2^H_4_ isotopes (M) or the heavy L-arginine- ^13^C_6_-^15^N_4_ and L-lysine-^13^C_6_-^15^N_2_ isotopes (H), as done before^86^. SILAC-labeled enteroids were recovered after six days in culture. Enteroid pellets were suspended in a 10 mM HEPES pH 7.0–7.6, 8 M urea solution, and proteins were processed for HPLC-MS/MS analysis (n = 2)^86^. Briefly, proteins were reduced in 3.24 mM dithiothreitol (DTT) before being alkylated in 13.5 mM iodoacetamide. After BCA protein quantitation, pools of 15 µg of light-, medium- or heavy-isotope labeled samples were digested by trypsin. Trypsin digested peptides were separated with an Ultimate U3000 nanoflow LC-system (Dionex Corporation). The HPLC system was coupled to an OrbiTrap Q Exactive, via an EasySpray source. Spray voltage was set to 1.5 kV, with a 40 °C column temperature. Full scan MS survey spectra (m**/**z 350–1800) in profile mode were acquired in the Orbitrap with a resolution of 70,000 after accumulation of 1,000,000 ions. The ten most intense peptide ions were fragmented by collision-induced dissociation (normalized collision energy 35% with a resolution of 17,500) after the accumulation of 50,000 ions. Maximal filling times were 250 ms for the full scans and 60 ms for the MS/MS scans. Data were acquired using the XCalibur software.

SILAC-labeled proteins were identified and quantified with MaxQuant version 1.5.2.8 software^89^ with the Uniprot mouse protein database containing 89,422 proteins, to which 175 commonly observed contaminants and all the reversed sequences had been added. To achieve reliable identification, proteins with the number of forward hits in the database at least 100-fold higher than the number of reverse database hits, were accepted, thus resulting in less than 5% false discovery rate (FDR). Quantification was performed with a minimum of 2 peptides for each protein, and only in the presence of 3 ratio counts. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD011869 (http://proteomecentral.proteomexchange.org).

### Bioinformatics analysis

For both transcriptome and proteome, classification of genes according to Gene ontology was performed with the Database for Annotation, Visualization and Integrated Discovery software (DAVID 2.0)^90^ (p < 0.05), and with the Ingenuity Pathway Analysis software (IPA, Qiagen). These classifications identified altered biological processes and variations between samples, in order to predict pathway activation (URA, z-score)^91^.

### Statistical analysis

Data were expressed as means ± SEM, or SD for HDAC activity measurement. Groups were compared by Student’s t-test (unpaired), one-way ANOVA with tukey multiple comparison test.

## Supplementary information

Supplementary Table legends S1–S9

Supplementary Figures S1–S8

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

Supplementary Table S5

Supplementary Table S6

Supplementary Table S7

Supplementary Table S8

Supplementary Table S9

# Supplementary material for: HDAC1 and HDAC2 independently regulate common and specific intrinsic responses in murine enteroids
**Source:** Sci Rep. 2019 Mar 29;9:5363. doi: 10.1038/s41598-019-41842-6
**Supplement:** Supplementary file 1 — Supplementary Table legends S1–S9

**HDAC1 and HDAC2 independently regulate common and specific intrinsic responses in murine enteroids.** Alexis Gonneaud, Naomie Turgeon, Christine Jones, Cassandra Couture, Dominique Lévesque, François-Michel Boisvert, François Boudreau and Claude Asselin\* Département d'anatomie et biologie cellulaire, Faculté de médecine et des sciences de la santé, Pavillon de recherche appliquée sur le cancer, Université de Sherbrooke, Sherbrooke, Québec, Canada J1E 4K8

## **SUPPLEMENTARY TABLE LEGENDS**

**Supplementary Table S1.** List of *Hdac1*-depleted enteroid upstream regulators identified by IPA analysis from RNA-Seq experiments.

**Supplementary Table S2.** List of *Hdac2*-depleted enteroid upstream regulators identified by IPA analysis from RNA-Seq experiments.

**Supplementary Table S3.** List of *Hdac1*-depleted enteroid upstream regulators identified by IPA analysis from proteomics experiments.

**Supplementary Table S4.** List of *Hdac2*-depleted enteroid upstream regulators identified by IPA analysis from proteomics experiments.

**Supplementary Table S5.** List of *Hdac1*-depleted enteroid mRNA increased and decreased two-fold (p-value < 0.05),  $\log_2 > 1$  and  $\log_2 < 1$  (DESeq adjusted pvalue).

**Supplementary Table S6.** List of *Hdac2*-depleted enteroid mRNA increased and decreased two-fold (p-value < 0.05),  $\log_2 > 1$  and  $\log_2 < 1$  (DESeq adjusted pvalue).

**Supplementary Table S7.** List *Hdac1*- and *Hdac2*-depleted enteroid protein increased and decreased, in  $\log_2$ , 2 peptides and more.

**Supplementary Table S8.** List of antibodies used for Western Blot and immunofluorescence.

**Supplementary Table S9.** List of oligonucleotide sequences used for qPCR and semi-quantitative RT-PCR.

# Supplementary material for: HDAC1 and HDAC2 independently regulate common and specific intrinsic responses in murine enteroids
**Source:** Sci Rep. 2019 Mar 29;9:5363. doi: 10.1038/s41598-019-41842-6

**HDAC1 and HDAC2 independently regulate common and specific intrinsic responses in murine enteroids.** Alexis Gonneaud, Naomie Turgeon, Christine Jones, Cassandra Couture, Dominique Lévesque, François-Michel Boisvert, François Boudreau and Claude Asselin\* Département d'anatomie et biologie cellulaire, Faculté de médecine et des sciences de la santé, Pavillon de recherche appliquée sur le cancer, Université de Sherbrooke, Sherbrooke, Québec, Canada J1E 4K8

### **SUPPLEMENTARY FIGURE LEGENDS S1-S8**

**Supplementary Figure S1.** Control, *Hdac1*- and *Hdac2*-deficient enteroid sections were stained with DAPI and specific antibodies against HDAC1 or HDAC2. Magnification: 20 X.

**Supplementary Figure S2.** Quantitation (Cell Profiler 3.15) of control, *Hdac1*- and *Hdac2*-deficient enteroids labeled with BrdU (**A**) and representative images (**B**). 11 independent fields (total surface: 5.8 mm<sup>2</sup>) (n=2). Magnification: 10 X.

**Supplementary Figure S3.** Control, *Hdac1*- and *Hdac2*-deficient enteroid sections were stained with DAPI and labeled with an antibody against phosphorylated  $\gamma$ -H2AX (additional pictures). Magnification: 10 X, but for inserts, Magnification: 20 X.

**Supplementary Figure S4.** Control, *Hdac1*- and *Hdac2*-deficient enteroid sections were stained with a combination of Alcian blue and Best's Carmine, respectively for goblet cells and Paneth cells (additional pictures). Magnification: 40 X, but for inserts, Magnification: 60 X. Arrow: intermediate cell.

**Supplementary Figure S5.** RNA-Seq Gene ontology term enrichment of biological processes for decreased and induced mRNA (fold change >2 and <2) in *Hdac1*- (**A**) and *Hdac2*-deficient enteroids (**B**). Gene ontology analysis was done using the EASE Score from DAVID 2.0 (p-value  $\leq 0.05$ ).

**Supplementary Figure S6.** Proteomic SILAC Gene ontology term enrichment of biological processes for decreased and induced proteins (fold change >50% and <50%) in *Hdac1*- (**A**) and *Hdac2*-deficient enteroids (**B**). Gene ontology analysis was done using the EASE Score from DAVID 2.0 (p-value  $\leq 0.05$ ).

**Supplementary Figure S7. *Hdac1* or *Hdac2* depletion alters the expression of specific metabolic and inflammatory related genes.** Total RNA was isolated from 5-day cultured control, *Hdac1*- or *Hdac2*-deficient enteroids. Expression levels of *Nfkbiz*, *Dusp4*, *Nos2* and *Apoa4* were determined by qPCR, with *Pbgd* as a control (n=4-7). Results represent the mean  $\pm$  SEM (\*p $\leq$ 0.05; \*\* p $\leq$ 0.01; \*\*\* p $\leq$ 0.005).

**Supplementary Figure S8.** Full-length blots for Figure 1B, Figure 7A and Figure 7C.

Supplementary Figure S1

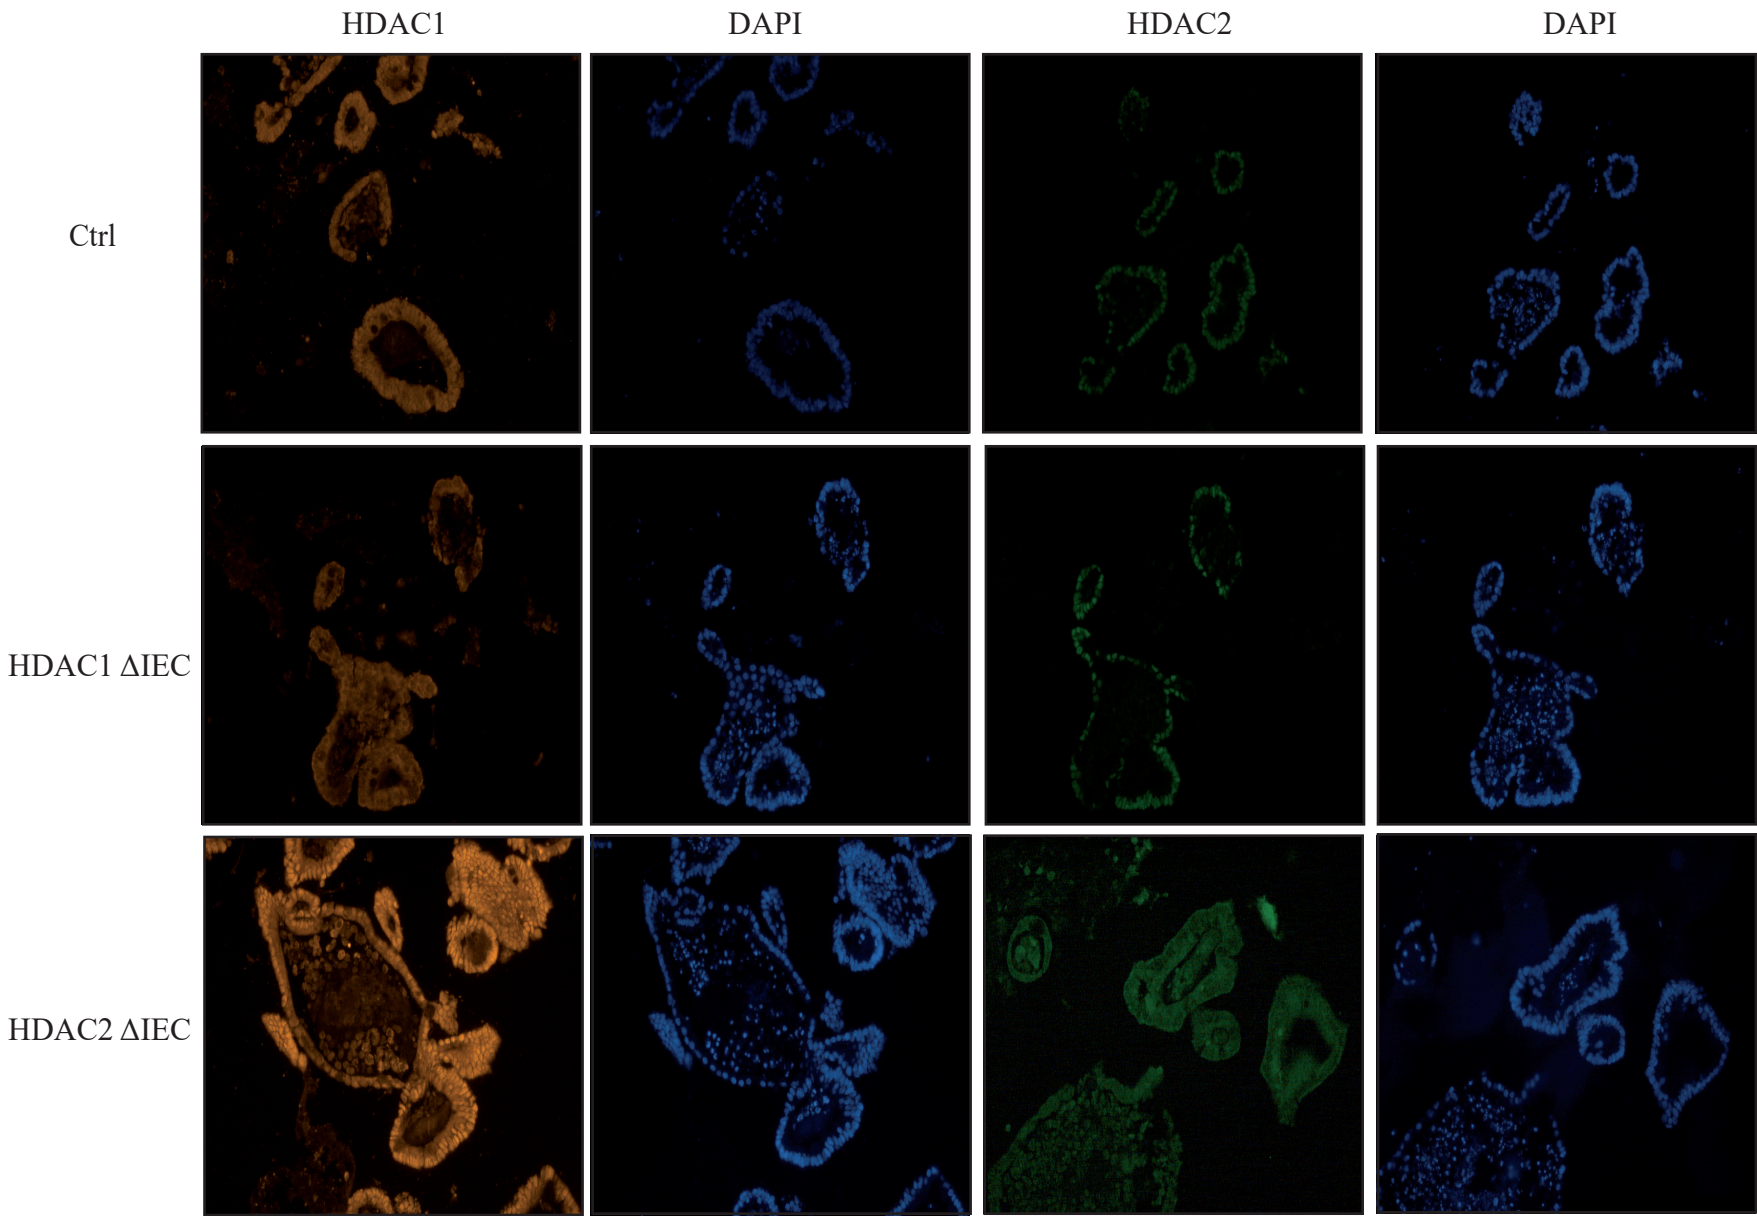

A-

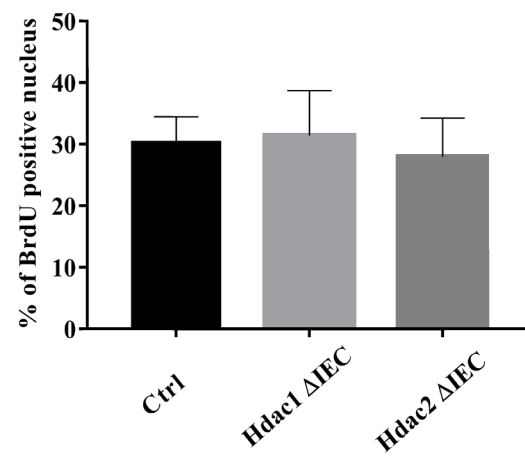

B-

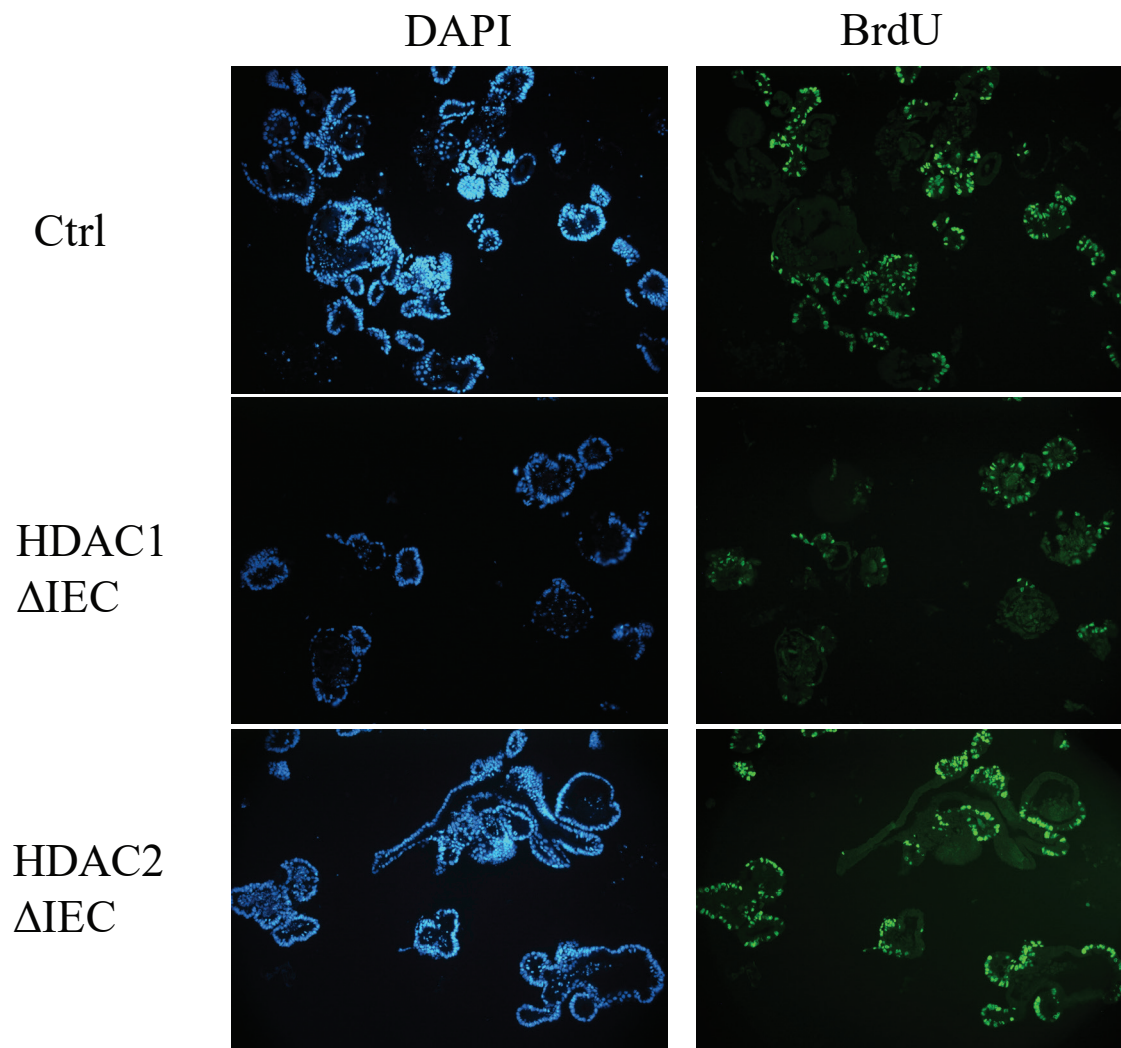

Supplementary Figure S3

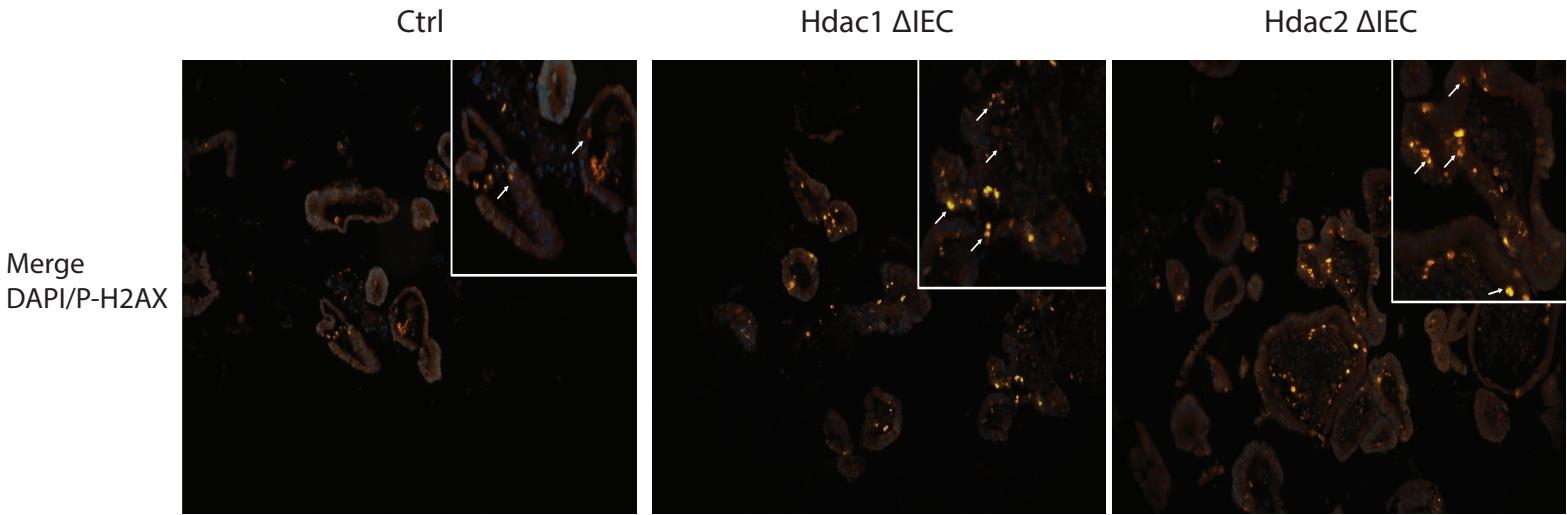

Supplementary Figure S4

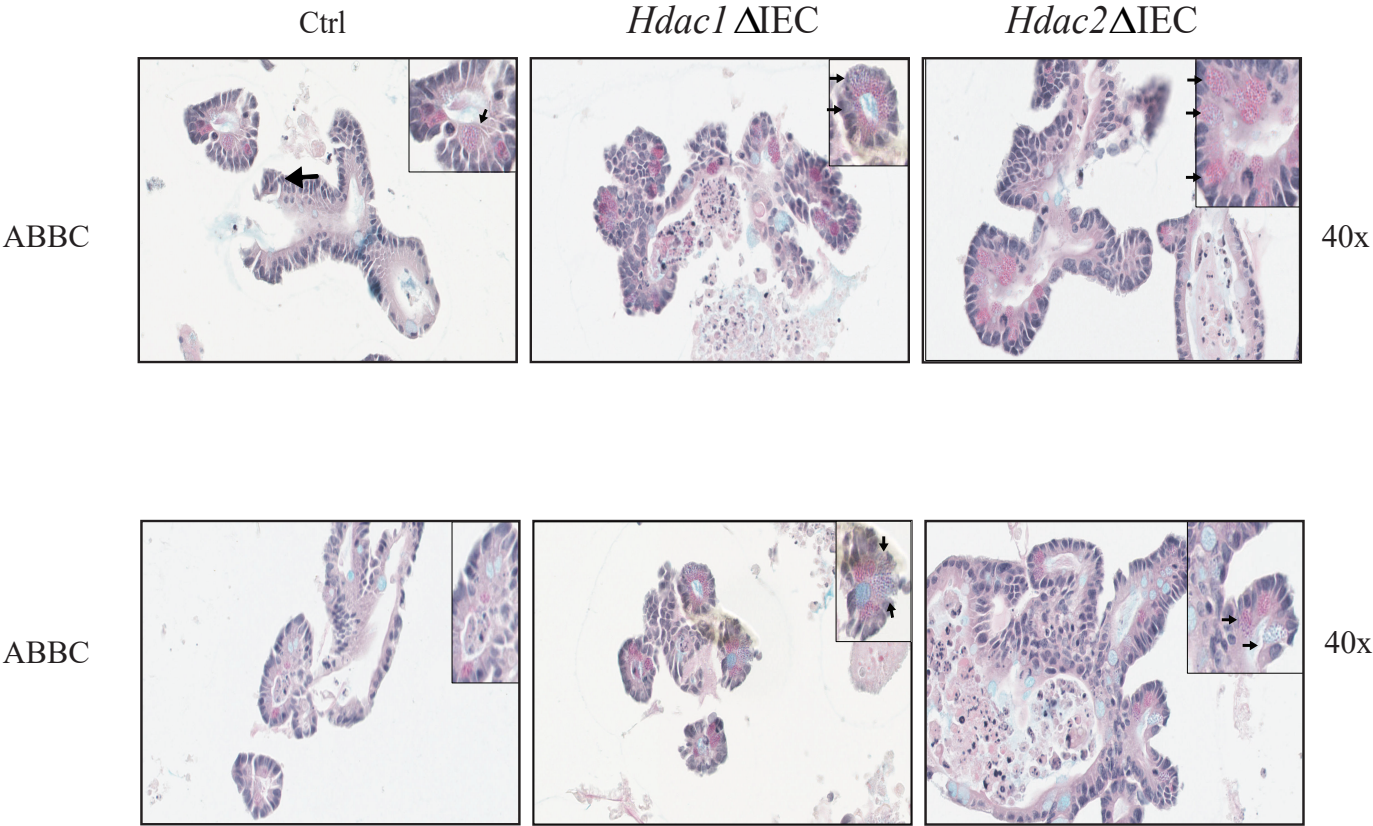

A-

| GOTERM_BP_DIRECT of <i>Hdac1</i> deleted organoids transcripts      |          |                                                             |          |
|---------------------------------------------------------------------|----------|-------------------------------------------------------------|----------|
| Transcripts increased by > 2                                        | P-Value  | Transcripts decreased by > 2                                | P-Value  |
| inflammatory response                                               | 3,80E-06 | multicellular organism development                          | 2,40E-08 |
| response to lipopolysaccharide                                      | 3,20E-05 | axon guidance                                               | 8,20E-07 |
| extracellular matrix organization                                   | 7,80E-05 | embryonic skeletal system morphogenesis                     | 2,40E-06 |
| cholesterol homeostasis                                             | 8,10E-05 | anterior/posterior pattern specification                    | 5,40E-06 |
| superoxide metabolic process                                        | 2,90E-04 | angiogenesis                                                | 6,60E-05 |
| response to nutrient                                                | 3,50E-04 | negative regulation of cell proliferation                   | 9,80E-05 |
| oxidation-reduction process                                         | 3,50E-04 | odontogenesis                                               | 2,50E-04 |
| antigen processing and presentation                                 | 4,00E-04 | embryonic skeletal system development                       | 3,40E-04 |
| immune system process                                               | 4,20E-04 | nervous system development                                  | 5,80E-04 |
| sodium ion transport                                                | 6,70E-04 | brain development                                           | 8,60E-04 |
| very long-chain fatty acid metabolic process                        | 1,00E-03 | facial nerve structural organization                        | 1,10E-03 |
| lipoprotein metabolic process                                       | 1,10E-03 | positive regulation of oligodendrocyte differentiation      | 1,60E-03 |
| ion transport                                                       | 1,10E-03 | cellular amino acid biosynthetic process                    | 1,90E-03 |
| leukocyte cell-cell adhesion                                        | 1,10E-03 | negative regulation of hydrogen peroxide-induced cell death | 1,90E-03 |
| retinol metabolic process                                           | 1,10E-03 | negative regulation of cell migration                       | 2,10E-03 |
| regulation of systemic arterial blood pressure by renin-angiotensin | 1,30E-03 | thyroid gland development                                   | 2,20E-03 |
| transmembrane transport                                             | 1,30E-03 | lipid metabolic process                                     | 2,40E-03 |
| lipid transport                                                     | 1,80E-03 | rhombomere 3 development                                    | 2,70E-03 |
| long-chain fatty acid metabolic process                             | 1,80E-03 | vascular endothelial growth factor signaling pathway        | 2,70E-03 |

B-

| GOTERM_BP_DIRECT of <i>Hdac2</i> deleted organoids transcripts      |          |                                                            |          |
|---------------------------------------------------------------------|----------|------------------------------------------------------------|----------|
| Transcripts increased by >2                                         | P-Value  | Transcripts decreased by >2                                | P-Value  |
| response to virus                                                   | 1,90E-05 | multicellular organism development                         | 1,60E-08 |
| negative regulation of viral genome replication                     | 6,00E-05 | embryonic skeletal system morphogenesis                    | 1,90E-04 |
| inflammatory response                                               | 7,10E-05 | coronary vasculature development                           | 2,30E-04 |
| defense response to virus                                           | 1,70E-04 | anterior/posterior pattern specification                   | 3,20E-04 |
| angiogenesis                                                        | 1,80E-04 | axon guidance                                              | 4,80E-04 |
| positive regulation of smooth muscle cell proliferation             | 2,10E-04 | lung-associated mesenchyme development                     | 5,30E-04 |
| lipid transport                                                     | 4,10E-04 | response to interferon-gamma                               | 6,10E-04 |
| immune system process                                               | 5,00E-04 | vasculogenesis involved in coronary vascular morphogenesis | 1,10E-03 |
| leukocyte cell-cell adhesion                                        | 5,20E-04 | angiogenesis                                               | 1,20E-03 |
| retinol metabolic process                                           | 5,20E-04 | positive regulation of gene expression                     | 1,30E-03 |
| response to lipopolysaccharide                                      | 5,20E-04 | vascular endothelial growth factor signaling pathway       | 1,40E-03 |
| transmembrane transport                                             | 9,10E-04 | definitive hemopoiesis                                     | 2,40E-03 |
| positive regulation of macrophage derived foam cell differentiation | 1,00E-03 | regulation of transcription, DNA-templated                 | 3,10E-03 |
| actin polymerization or depolymerization                            | 1,00E-03 | kidney development                                         | 3,80E-03 |
| extracellular matrix organization                                   | 1,70E-03 | embryonic skeletal system development                      | 4,50E-03 |
| oxidation-reduction process                                         | 1,70E-03 | branching involved in ureteric bud morphogenesis           | 6,10E-03 |
| negative regulation of peptidase activity                           | 2,10E-03 | telencephalon regionalization                              | 6,10E-03 |
| positive regulation of fever generation                             | 2,70E-03 | regulation of macrophage activation                        | 6,10E-03 |
| lipid catabolic process                                             | 3,30E-03 | morphogenesis of an epithelium                             | 6,30E-03 |

# Supplementary Figure S6

A-

| GOTERM_BP_DIRECT of HDAC1 deleted organoids proteins   |          |                                          |          |
|--------------------------------------------------------|----------|------------------------------------------|----------|
| Proteins increased by >0,5                             | P-Value  | Proteins decreased by >0,5               | P-Value  |
| oxidation-reduction process                            | 2,40E-15 | liver development                        | 5,80E-05 |
| metabolic process                                      | 8,30E-15 | glutamine metabolic process              | 3,60E-04 |
| lipid metabolic process                                | 1,70E-09 | metabolic process                        | 4,60E-04 |
| fatty acid metabolic process                           | 2,90E-07 | ATP-dependent chromatin remodeling       | 7,10E-04 |
| very long-chain fatty acid metabolic process           | 5,20E-06 | RNA splicing                             | 1,70E-03 |
| retinoid metabolic process                             | 1,10E-05 | response to amine                        | 1,70E-03 |
| lipid homeostasis                                      | 1,30E-05 | protein homotetramerization              | 1,90E-03 |
| fatty acid beta-oxidation                              | 1,90E-05 | response to amino acid                   | 2,10E-03 |
| carbohydrate metabolic process                         | 2,60E-05 | mRNA processing                          | 2,10E-03 |
| cholesterol metabolic process                          | 5,60E-05 | cell-cell adhesion                       | 2,30E-03 |
| NADH metabolic process                                 | 8,70E-05 | urea cycle                               | 2,60E-03 |
| lipoprotein metabolic process                          | 9,30E-05 | protein homooligomerization              | 2,80E-03 |
| cholesterol homeostasis                                | 1,10E-04 | oxidation-reduction process              | 3,10E-03 |
| biosynthetic process                                   | 1,70E-04 | response to toxic substance              | 3,30E-03 |
| lipid transport                                        | 1,90E-04 | retinoic acid metabolic process          | 4,90E-03 |
| response to ethanol                                    | 2,60E-04 | glutathione metabolic process            | 5,00E-03 |
| desmosome assembly                                     | 3,30E-04 | response to drug                         | 1,00E-02 |
| fatty acid beta-oxidation using acyl-CoA dehydrogenase | 3,70E-04 | covalent chromatin modification          | 1,20E-02 |
| steroid metabolic process                              | 4,30E-04 | cellular amino acid biosynthetic process | 1,30E-02 |
| cholesterol transport                                  | 4,30E-04 | short-chain fatty acid catabolic process | 1,40E-02 |

B-

| GOTERM_BP_DIRECT of HDAC2 deleted organoids proteins |          |                                                  |          |
|------------------------------------------------------|----------|--------------------------------------------------|----------|
| Proteins increased by >0,5                           | P-Value  | Proteins decreased by >0,5                       | P-Value  |
| oxidation-reduction process                          | 2,70E-09 | glutathione metabolic process                    | 8,20E-05 |
| metabolic process                                    | 7,10E-08 | protein homooligomerization                      | 3,30E-04 |
| glutathione metabolic process                        | 2,00E-06 | response to selenium ion                         | 9,60E-04 |
| response to drug                                     | 1,40E-05 | cell-cell adhesion                               | 2,00E-03 |
| peptide catabolic process                            | 1,10E-04 | oxidation-reduction process                      | 4,40E-03 |
| response to nutrient                                 | 2,60E-04 | metabolic process                                | 6,10E-03 |
| biosynthetic process                                 | 5,20E-04 | cellular response to interleukin 4               | 7,10E-03 |
| response to hormone                                  | 1,10E-03 | phosphorylation                                  | 8,00E-03 |
| response to activity                                 | 1,20E-03 | response to cadmium ion                          | 8,20E-03 |
| response to ethanol                                  | 1,60E-03 | response to amino acid                           | 1,20E-02 |
| response to oxidative stress                         | 2,50E-03 | regulation of eIF2 alpha phosphorylation by heme | 2,30E-02 |
| lipid metabolic process                              | 3,40E-03 | response to L-ascorbic acid                      | 2,30E-02 |
| cellular amino acid metabolic process                | 4,60E-03 | response to oxidative stress                     | 2,50E-02 |
| response to cadmium ion                              | 6,70E-03 | response to methylmercury                        | 3,20E-02 |
| skeletal muscle satellite cell migration             | 8,50E-03 | heart development                                | 3,50E-02 |
| cysteine metabolic process                           | 8,50E-03 | response to herbicide                            | 3,70E-02 |
| cellular response to thyroxine stimulus              | 8,50E-03 | regulation of stress-activated MAPK cascade      | 3,70E-02 |
| positive regulation of lipase activity               | 1,70E-02 | oxygen transport                                 | 4,60E-02 |

Supplementary Figure S7

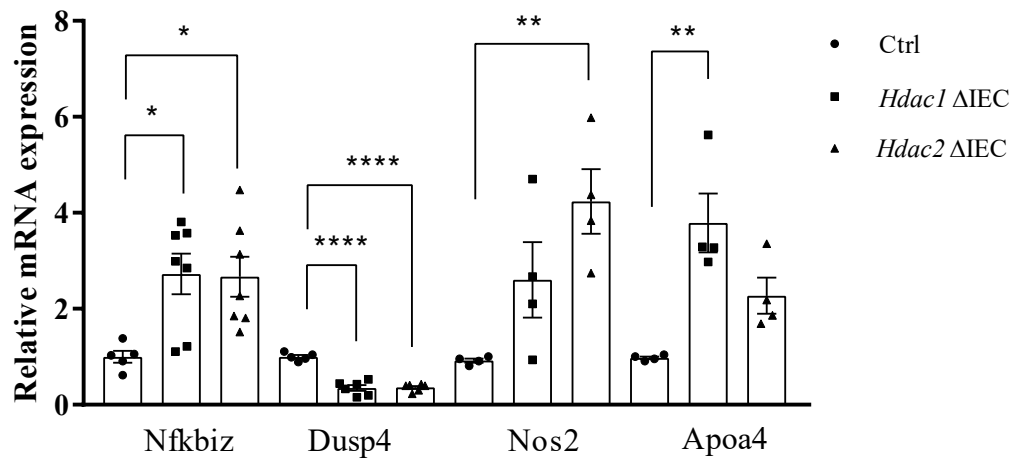

# Supplementary Figure S8. Western Blot data

## Figure 1 B

### HDAC1 Western Blot

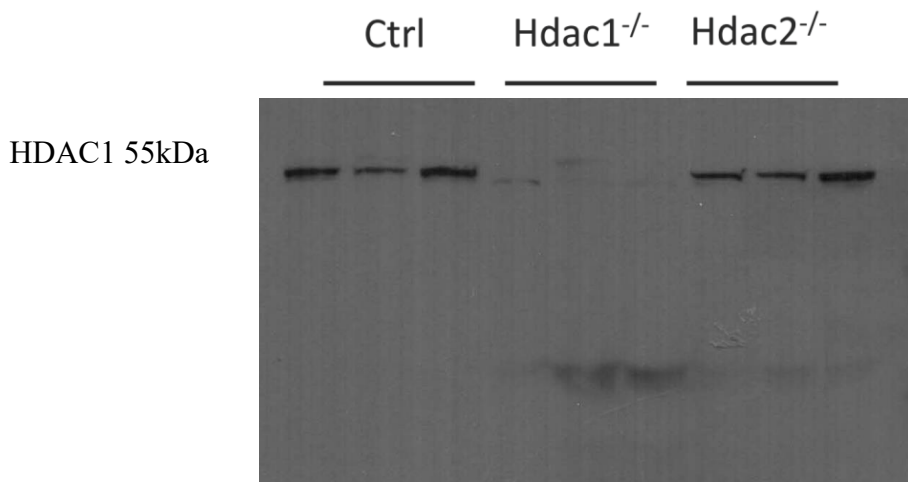

### Actin Western Blot

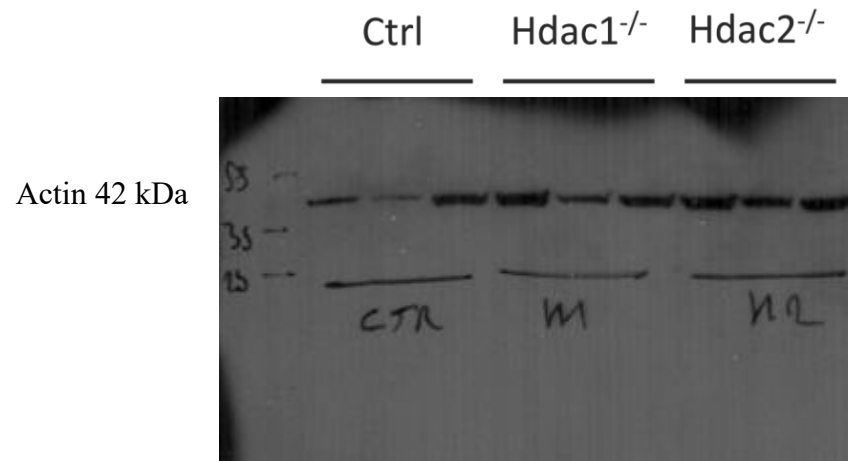

### HDAC2 Western Blot

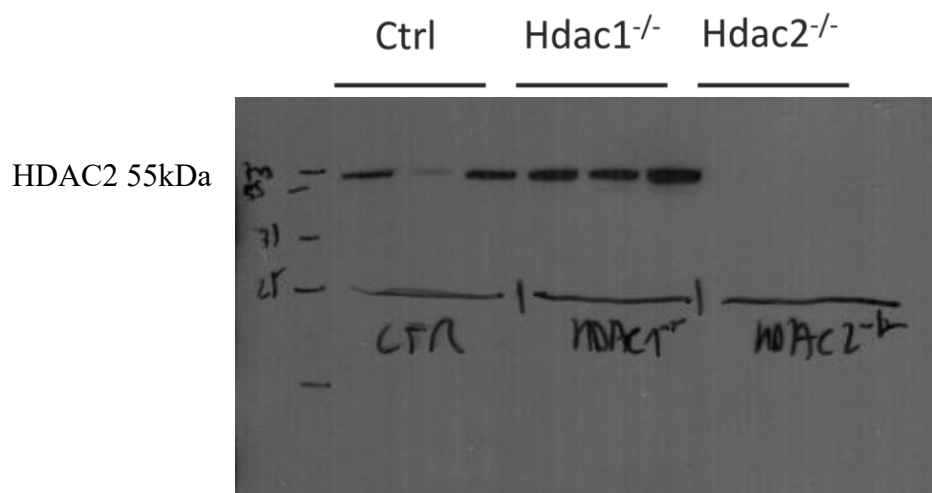

### Actin Western Blot

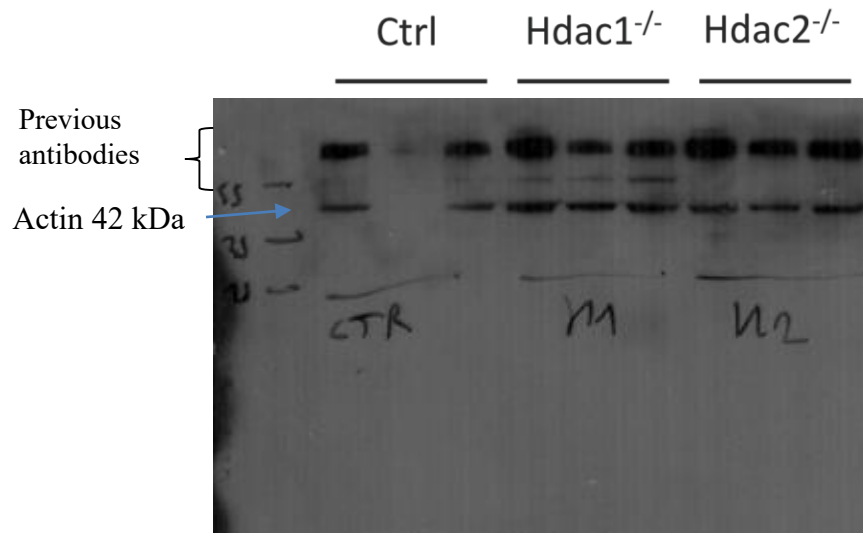

Figure 7 A

### Phospho Stat3 Western Blot

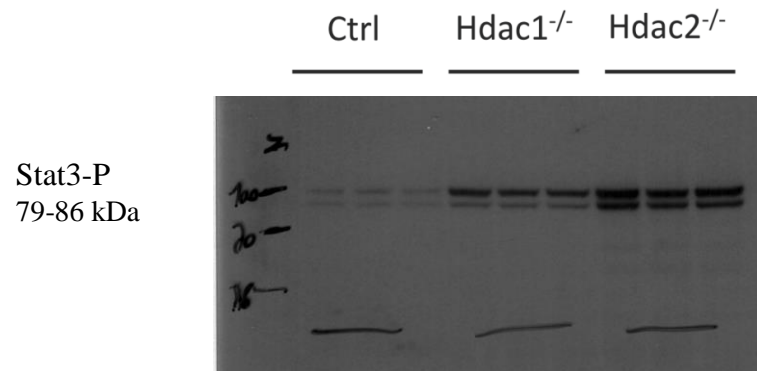

### Total Stat3 Western Blot

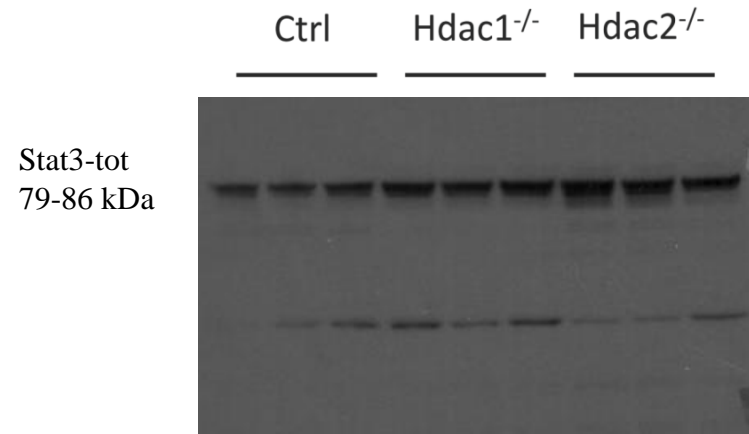

### Actin WesternBlot

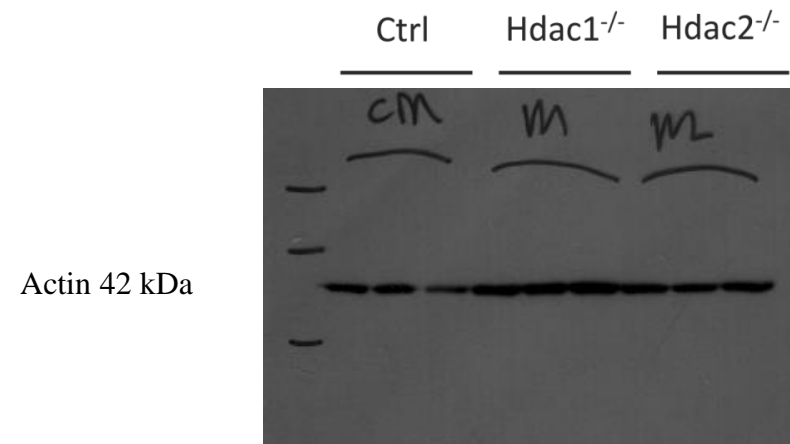

Figure 7 C

HMGCS2 Western Blot

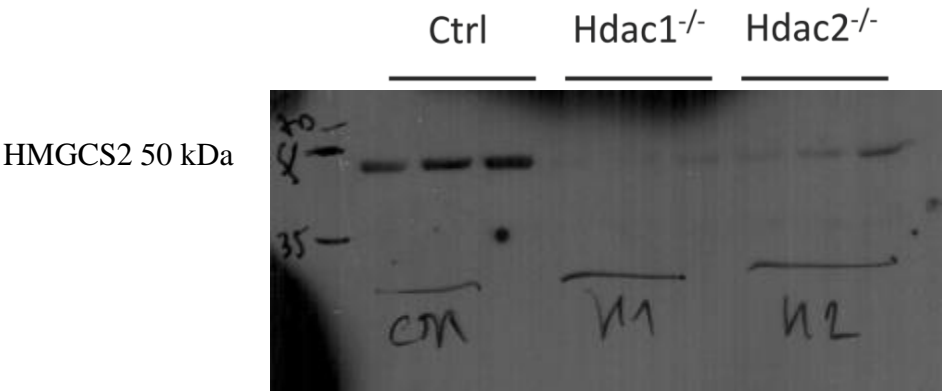

Actin Western Blot

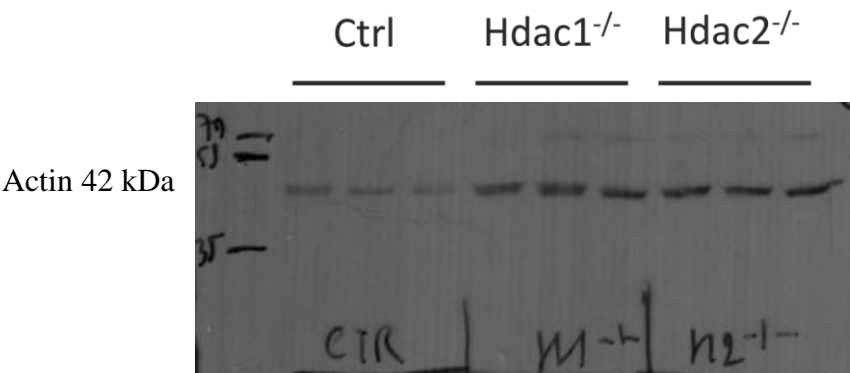

**Supplement:** Supplementary file 2 — Supplementary Figures S1–S8

How the deposited data were processed for this re-analysis (not part of the article)

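The data are RNA-Seq gene counts from 12 libraries of murine jejunal enteroids cultured for 5 days, 4 each from control (villin-Cre), Hdac1-deficient and Hdac2-deficient cultures. Samples were grouped by the genotype and replicate number given in their labels. The methods name 1 wild-type, Hdac1 or Hdac2 mutant mouse as the source of the crypts, so the 4 libraries of a group are not known to be 4 mice, and the genotype cannot be separated from the mouse and the line grown from it. The replicate numbers are those in the sample labels; no source says that same-numbered libraries of different groups belong together, so they enter only as an alternative.

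The authors aligned paired reads of 100 nucleotides to GRCm38 with STAR (2.4.0.1) and deposited 1 table per mutant, each with the same 4 control libraries, whose counts are identical in both tables. The deposited counts are whole numbers of reads per gene without normalization, and only genes with a summed count of at least 10 over the 8 libraries are listed, which gives 18676 genes for Hdac1 and 18225 for Hdac2, 17972 of them in both. The program used for counting is not named in the paper's text. The authors also deposited a normalized score per gene and library, which equals the count multiplied by 1 factor per library and rounded, and these values were not used in any test. The authors deposited the log2 fold change and the average log2 CPM of each gene, and p-values from DESeq and edgeR, raw and adjusted. These were used only to count the authors' own calls and their overlap with the calls made here.

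Counts were tested with edgeR (version 4.0.16, in R 4.3.3) by the quasi-likelihood F test with robust dispersion estimates, TMM normalization and edgeR's filterByExpr filter, with Benjamini-Hochberg adjustment over the tested genes. Each mutant was compared with control in a fit of those 8 libraries, and the mutants were compared with each other in a fit of all 12 libraries. A gene was called at an adjusted p of at most 0.05 and a log2 fold change above 1 or below -1, after the thresholds in the paper's methods. The tests covered 14246 genes for Hdac1, 14007 for Hdac2 and 14510 for the comparison of the mutants. The standard error of a log2 fold change is its size divided by the square root of F. CPM values use the TMM factors of all 12 libraries, which lay between 0.9799 and 1.0222. The depth per library lay between 20693200 and 30658628 counts, and the common biological coefficient of variation was 0.0425 for Hdac1, 0.0384 for Hdac2 and 0.0394 for the comparison of the mutants. A fold change against a group with at most 3 counts in every library is given as a lower bound, computed against 3 counts in the shallowest library of that group.

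Gene positions, biotypes, lengths and GC content were taken from GENCODE M21 on GRCm38, which holds 18823 (99.4%) of the 18929 gene identifiers. The 14 gene lists were compiled by hand before the data were examined, since the gene sets of IPA and DAVID are not used here. They were tested with limma's camera (version 3.58.1) on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01, adjusted over 28 tests. The genes named were chosen by a rule set before the data were examined. It takes every gene the paper names and a list of X-inactivation and Y-linked genes. It adds, per mutant, the 5 called genes with the largest increases and the 5 with the largest decreases among those with an average log2 CPM of at least 1 and no overlap between mutant and control libraries. From each list it takes up to 3 called members with the largest changes. Genes named outside that rule are marked where they appear.

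The alternatives were DESeq2 (version 1.42.0), edgeR's exact test, relative log expression size factors, library size alone, no filter on low counts, a mean of at least 10 counts, the replicate number as a block, a test against a 1.5-fold change, no limit on the fold change, an adjusted p of at most 0.01, all 12 libraries in 1 fit, the mutant libraries alone, the X and Y chromosomes left out, and each library left out in turn. For the gene lists, the inter-gene correlation was also estimated from the data, the prior count set to 0.5 and a rank-based test used. The scripts were tested on simulated counts drawn from the means and library sizes of these libraries. The main test called 99.5% of 400 changed genes with 3 unchanged genes among its 401 calls, and 0 of 14232 genes when nothing was changed. The changed genes were raised or lowered 4-fold and drawn from genes above a minimum mean count. This share therefore does not cover changes near 2-fold or genes with few counts. The calculations on chromosomes, matched rates, single libraries apart and protein medians were tested on simulated data only after they had first been run on the data. A chromosome lowered by -0.5 was recovered over 1107 genes, 5.2% of 20000 normal groups of 4 passed the limit for a library apart, and a rate doubled over 644 features was read as 1.91. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. None of the 12 libraries was left out of the main tests. The proteomics, qPCR, histology and Western blot results were not analysed here, apart from the protein ratios of Table S7.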

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

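The tests of the Xist signal for a male control mouse and for 1 X chromosome in the control line, and those of the copy number of chromosome 19, were chosen only after those results were seen; the other tests below were written down before their results were seen.

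Xist transcripts were much lower in control than in both mutants, with log2 fold changes of 9.195 in Hdac1-deficient and 8.539 in Hdac2-deficient enteroids, with 1.41 to 1.72 CPM in the 4 control libraries and at least 494.5 CPM in each of the 8 mutant libraries. The paper does not discuss this gene. A male control mouse would bring counts on Y-linked genes, and 0 of 6 such genes (Ddx3y, Uty, Kdm5d, Eif2s3y, Usp9y and Zfy1) are listed in either table. Other genes annotated on the Y chromosome were counted but were not part of that test. Erdr1 had 423 summed counts in control, 2552 in Hdac1-deficient and 1044 in Hdac2-deficient libraries. Gm20775, a pseudogene, had 109, 253 and 8, and the remaining ones at most 16 in any group. Erdr1 thus set control apart, with fewer counts than in either mutant, while control lay between the mutants for Gm20775. Neither gene had its highest count in control, and the cause of the Erdr1 difference was not tested. If Xist had been switched on in the mutants and silenced a single X chromosome, X-linked genes would fall, and their median log2 fold change against the autosomes was -0.036 in Hdac1-deficient and -0.06 in Hdac2-deficient enteroids, within the limit of 0.1 set for that test. The genes Kdm6a (0.72 and 0.64), Kdm5c (0.49 and 0.59), Eif2s3x (0.29 and 0.27) and Ddx3x (0.15 and 0.17), which are expressed from both X chromosomes, were higher in both mutants. A candidate explanation is a control line with 1 X chromosome and mutant lines with 2, 1 of them inactive. It is a hypothesis formed and tested on the same data, and with 1 mouse per genotype described, a difference between lines cannot be told apart from an effect of the deletions.

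Protein-coding genes of chromosome 19 were lower in both mutants, with a median log2 fold change against the other autosomes of -0.539 (471 genes) in Hdac1-deficient and -0.537 (461 genes) in Hdac2-deficient enteroids. With each gene centred on its median over the 12 libraries, and relative to the other autosomes, their median level lay between 0.472 and 0.492 on the log2 scale in the 4 control libraries, between -0.042 and -0.033 in the 4 Hdac1-deficient libraries and between -0.044 and -0.031 in the 4 Hdac2-deficient libraries. With 8 mutant libraries and 4 control libraries this centring puts the mutants near 0 whichever line is altered, so these levels show the agreement of libraries within a group and not which line changed. The shift ran along the whole chromosome, since 12 of 12 windows of 5 Mb with at least 10 genes were lower in each mutant. Genes of the other autosomes matched on GC content and length had medians of 0.006 and -0.013, so these properties do not account for it. A change from 2 copies to 1 in every cell would give a shift of -1, and a change from 3 to 2 one of 0.58 in size. The protein ratios of Table S7, which come from a separate experiment of the paper and were not looked at by chromosome before that test was written, had medians lower by -0.4 in Hdac1-deficient and -0.385 in Hdac2-deficient enteroids for 74 proteins of chromosome 19 (permutation p = 1.0e-05 for each, two-sided, the smallest that 100000 resamples can give). A candidate explanation is an extra copy of chromosome 19 in the control line. Loss of the chromosome in part of the cells of both mutant lines was not tested and is not excluded. A shift of this size does not by itself bring a gene to the 2-fold limit, but it adds to other changes; 46 genes of chromosome 19 were called decreased in Hdac1-deficient and 41 in Hdac2-deficient enteroids, and how many of them would be called without the shift was not tested.

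The median log2 fold change of the mitochondrial protein-coding genes against the autosomes was 0.714 in Hdac1-deficient enteroids, with 13 of 13 genes higher and 12 passing an adjusted p of 0.05. In Hdac2-deficient enteroids 8 of 12 were higher. With the same centring of each gene, the median level relative to the autosomes lay between 0.58 and 0.735 on the log2 scale in the 4 Hdac1-deficient libraries, between -0.181 and 0.075 in the 4 Hdac2-deficient libraries and between -0.4 and -0.205 in the 4 control libraries. No explanation was tested for it, and it cannot be told apart from a difference between lines.

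The mutants differed from each other in 816 genes and were called in opposite directions in 18, by edgeR's direct test and by the separate comparisons with control. Among the genes the paper names, the direct difference was -4.148 on the log2 scale for Hdac1, -1.28 for Muc3 and 5.854 for St3gal4. For the 816 genes, 1 of the 8 splits that part all same-numbered pairs was as large, the real one, and so was 1 of all 35 splits; the other splits, which mix the mutants and so raise the variation within groups, called 0 genes, with 107 to 1733 genes at an unadjusted p under 0.05, against 7541 for the real split. With 8 splits the share cannot be under 0.125, so the comparison with those 8 alone cannot decide. Same-numbered libraries did not deviate together, and over all 35 splits only the real one called any gene. For the 18 genes, 1 of 100 splits into 3 groups was as large, and the other splits gave 0, with at most 65 genes in opposite directions at an unadjusted p under 0.05, against 623 for the real split. These differences are between lines as well as between deletions, and no technical explanation was tested for the comparison of the mutants itself.

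In 11 of 268 groups of 4 libraries, 1 library stood far from the other 3, where chance gives 13.4, so these need no explanation as a set. The gap to the nearest library was 0.861 of the range for Apoa1 in Hdac1-deficient, 0.862 for Cyp26b1 in Hdac2-deficient, 0.839 for Eif2s3x in Hdac1-deficient, 0.925 for Gcg in Hdac2-deficient, 0.869 for Gm15772 in Hdac1-deficient, 0.931 for Gm8979 in control, 0.834 for Hdac1 in Hdac2-deficient, 0.874 for Hoxa7 in Hdac1-deficient, 0.893 for Lgr5 in Hdac1-deficient, 1.0 for Oas1g in control and 0.905 for Sis in control. For Oas1g, the control library apart held 1 count and the others none.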

How the results depend on the processing

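The alternatives were set before the data were examined, except 2 that were chosen after seeing the data: leaving out the genes of chromosomes 19, X and Y, and counting a change of exactly 2-fold in the authors' own columns.

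With no limit on the fold change, the genes increased and decreased numbered 4656 and 4540 in Hdac1-deficient and 4402 and 4327 in Hdac2-deficient enteroids, those shared by both mutants 3088 and 3127, those in opposite directions 518, and those that differed between the mutants 6665. With no filter on low counts, the genes increased numbered 1581 in Hdac1-deficient and 1170 in Hdac2-deficient enteroids, those increased in both 748, and those decreased in Hdac2-deficient enteroids 622. The cause was not tested beyond the filter itself. Estimating the inter-gene correlation left 0 gene lists shifted in Hdac1-deficient and 0 in Hdac2-deficient enteroids (4 and 7 of 14 at an unadjusted p under 0.05), so the list results depend on the fixed correlation. Restricting the authors' own calls to a log2 CPM of at least 0 left 615 increased and 364 decreased for Hdac1, 519 and 259 for Hdac2, and 317 and 142 in both; the cause was not tested.

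Under the remaining alternatives, other than leaving out a library, every count stayed within 1.5 times its main value: 894 to 1028 and 471 to 754 genes increased and decreased in Hdac1-deficient enteroids, 706 to 874 and 324 to 440 in Hdac2-deficient enteroids, 432 to 609 and 184 to 291 in both, 13 to 23 in opposite directions, 644 to 1041 between the mutants, and 9 to 10 and 13 to 13 shifted lists. Without chromosomes 19, X and Y, 184 genes were decreased in both mutants, against 209 with them. Leaving out each library in turn gave 966 to 1082 and 525 to 585 genes for Hdac1, 783 to 848 and 394 to 461 for Hdac2, 461 to 543 and 208 to 233 in both, 13 to 20 in opposite directions, 831 to 874 between the mutants, and 9 to 11 and 13 to 13 shifted lists.

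With the replicate number as a block, 978 and 523 genes were increased and decreased for Hdac1, 763 and 395 for Hdac2, 470 and 205 in both, 17 in opposite directions, 812 between the mutants, and 10 and 13 lists shifted. Same-numbered libraries of different groups did not deviate together (mean correlation 0.017 over 12 pairs, against -0.006 over 36 pairs with different numbers).

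Of 2920 alternatives of the 172 named gene values, 2864 kept direction and side of the adjusted p threshold, 46 lost significance (41 of them under the test against 1.5-fold), 6 gained it and 4 changed sign. In 30 alternatives, of 9 gene values close to 2-fold, the 2-fold limit alone changed the call, 15 times lost (Adh4, Ghrl and Sis in Hdac1-deficient, Slc51b and Tnfrsf19 in Hdac2-deficient enteroids) and 15 times gained (Muc2 in both mutants, Nr0b2 in Hdac1-deficient and Tmem121 in Hdac2-deficient enteroids). The 4 were values near 0 with each library left out in turn: Rara ran from -0.031 to 0.018 in Hdac1-deficient and from -0.061 to 0.003 in Hdac2-deficient enteroids, and Cftr from -0.006 to 0.078 in Hdac1-deficient enteroids; the cause was not tested. The 541 genes that only the authors' columns call increased in Hdac1-deficient enteroids all fell below the filter on low counts. So did all 374 such genes in Hdac2-deficient enteroids. Whether depth limits these genes was not tested.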

Differences from the paper's values

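In Hdac1-deficient enteroids 979 genes were increased, against the paper's 1491. Of the alternatives set before the data were examined, no filter on low counts (1581), all 12 libraries in 1 fit (1028) and 6 of the 8 fits that each left out a library (1016 to 1082) came within 1.5 times the paper's number. DESeq2, the exact test, both other normalizations, the mean of at least 10 counts, the replicate block, the test against 1.5-fold, leaving out X and Y, leaving out Hdac1 replicates 3 and 4, no fold limit and the stricter adjusted p did not. In both mutants 471 genes were increased, against the paper's 713. No filter on low counts (748), all 12 libraries in 1 fit (609) and 7 of the 12 fits that each left out a library (479 to 543) came within 1.5 times. The other alternatives just listed, and leaving out each Hdac1 library or Hdac2 replicate 1, did not.

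In the authors' own deposited columns, more than 2-fold at a DESeq adjusted p of at most 0.05 gives 1500 and 703 genes increased and decreased for Hdac1, 1127 and 578 for Hdac2, and 713 and 272 in both. Counting exactly 2-fold as well, a reading chosen after seeing that it comes closer to the paper's numbers, gives 713 and 274 in both. With the genes called in opposite directions then left out, it gives 1491, 694 and 569, the paper's numbers, and 1118 where the paper has 1119.

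The paper reports the response to virus as specific to Hdac2-deficient enteroids; the antiviral list rose in both mutants, with medians of 0.55 in Hdac1-deficient and 0.73 in Hdac2-deficient enteroids. It reports inhibited upstream regulation related to Ppara in Hdac1-deficient enteroids; the PPARA target list had a median of 0.06 there. These are other sets of genes than the paper's, tested on all members and not on the called genes, and with the inter-gene correlation estimated none of these lists passed an adjusted p of 0.05.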

Other observations

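The tests in this part were chosen before their results were seen, except the counts of pseudogenes among large changes and the sorting of splits by how far they mix the genotypes.

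Many genes changed alike in both mutants. Sharing the same control libraries is not needed for this, since at least 719 genes were called alike with separate control libraries for each mutant. Those libraries still came from the same control group, so anything particular to that group remained in both comparisons. The filter on low counts was applied anew in each fit, so the tested genes need not be those of the main fits. The 3 lines did not differ from each other by similar amounts. Control alone stood apart from both mutants in 683 genes, Hdac1-deficient enteroids in 318 and Hdac2-deficient enteroids in 180. Control thus stood apart in 2.15 times as many genes as the larger of the mutants. Control differs from both mutants in the Hdac genes and, as chromosome 19 and Xist show, in other ways, so genes in which control stands apart may reflect the control line as well as a loss of deacetylase that both mutants share.

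Several technical explanations of the many called genes were tested. With every library thinned to 20692613 counts, 1325 genes were called in Hdac1-deficient and 1069 in Hdac2-deficient enteroids, against 1507 and 1162 at full depth. Across genes, the log2 fold changes had Spearman correlations with GC content of -0.003 and 0.024 and with exonic length of 0.059 and 0.075. Markers of immune, mesenchymal and endothelial cells summed to 8.64 and 7.91 CPM in Hdac1-deficient and Hdac2-deficient enteroids, 1.79 and 1.64 times the 4.82 CPM in control, under the 2-fold limit set for that test. Genes within 10 Mb of Hdac1 were called 0.76 times as often as genes elsewhere in Hdac1-deficient enteroids, and those within 10 Mb of Hdac2 0.18 times as often in Hdac2-deficient enteroids. Processed pseudogenes were called 0.38 and 0.53 times as often as protein-coding genes of the same expression, so neither showed the excess of calls looked for. Among calls beyond a log2 fold change of 3 in size, 17 of 236 in Hdac1-deficient and 18 of 143 in Hdac2-deficient enteroids were processed pseudogenes (7.2% and 12.6%, against 4.8% and 4.7% of tested genes), where protein-coding genes of the same expression would give 42.8 and 25.1; these last counts were chosen after the others were seen. Single large changes of pseudogenes, such as those of Gm15772 and Rps13-ps1, may still come from reads moved by strain variants, since the ratios of 0.38 and 0.53 describe pseudogenes as a whole. A whole autosome, chromosome 19, did stand apart, by -0.539 and -0.537. Strain variants elsewhere in the genome were not tested, and the mixed background of the mice leaves them open.

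For each of the increased and decreased counts in Hdac1-deficient and in Hdac2-deficient enteroids, 1 of the 8 splits that part all same-numbered pairs was as large, the real one, and 1 of all 35 splits; every other split called 0 genes, with 31 to 996 genes at an unadjusted p under 0.05 for the Hdac1 comparison (9620 in the real split) and 34 to 961 for the Hdac2 comparison (9205). The other splits mix genotypes in each group, which raises the variation within groups. With 8 splits the share cannot be under 0.125, so the comparison with those 8 alone cannot decide; over all 35 splits only the real one called any gene. For the genes increased in both mutants, 1 of 100 splits into 3 groups was as large, and the largest other split gave 181. For the genes decreased in both, 2 of 100 splits were as large; the other one put the Hdac1-deficient libraries in the place of control and gave 271. For the lists shifted in Hdac1-deficient enteroids, 2 of the 8 splits and 3 of all 35 gave as many, and for those in Hdac2-deficient enteroids 2 of the 8 and 7 of all 35. The other splits that gave as many exchange 1 library of each group and so keep part of the difference between genotypes; the 16 such splits gave 5 to 10 lists for Hdac1 and 9 to 13 for Hdac2, and the 18 splits with 2 libraries of each genotype per group gave 0 to 3 for each, against 10 and 13. This sorting of the splits was chosen after their counts were seen, and the comparison with the 8 splits alone cannot decide.

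The RNA-Seq libraries also cover genes that the paper measured by qPCR in Fig. 4, whose samples are not known to be the same. In Hdac1-deficient and Hdac2-deficient enteroids, log2 fold changes were -0.75 and -0.69 for Lgr5, 0.14 and -0.18 for Chga, 1.03 and 0.62 for Sis, -0.63 and 0.18 for Ang4, 1.36 and 1.86 for Zg16, 8.55 and 9.26 for Retnlb, 0.99 and 0.98 for Muc2, 0.13 and 1.41 for Muc3, and -0.40 and 0.18 for Tff3. Lyz2 had at most 8 counts in any library and was not tested. As in the paper's qPCR, Zg16 and Retnlb rose in both mutants, and Ang4 and Muc3 were higher in Hdac2-deficient than in Hdac1-deficient enteroids. Chga was slightly lower in Hdac2-deficient enteroids, while the paper reports it increased in both mutants. Sis and Muc2, which it reports raised in Hdac2-deficient but not Hdac1-deficient enteroids, rose in both here. Lgr5, reported decreased in Hdac1-deficient enteroids, was lower in both. The list of stem cell markers had medians of -0.32 and -0.35, and that of enteroendocrine markers 1.03 and 0.82. The goblet cell list had medians of -0.05 and 0.29, the Paneth cell list 0.04 and 0.32, and the Notch pathway list -0.17 and 0.00.

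Genes of chromosome 15 lay slightly apart between the mutants, with a median log2 fold change of -0.067 in Hdac1-deficient and 0.102 in Hdac2-deficient enteroids against control and -0.165 between the mutants. Reg3g transcripts rose in both mutants, with log2 fold changes of 1.16 and 1.51, while the paper's protein ratios in Table S7 are -1.37 and -1.0 on the log2 scale.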
